# PARP-14 Binds Specific DNA Sequences to Promote Th2 Cell Gene Expression

**DOI:** 10.1371/journal.pone.0083127

**Published:** 2013-12-20

**Authors:** Jonathan P. Riley, Aishwarya Kulkarni, Purvi Mehrotra, Byunghee Koh, Narayanan B. Perumal, Mark H. Kaplan, Shreevrat Goenka

## Abstract

PARP-14, a member of the poly ADP-ribose polymerase super family, promotes T helper cell 2 (Th2) differentiation by regulating interleukin-4 (IL-4) and STAT6-dependent transcription. Yet, whether PARP-14 globally impacts gene regulation has not been determined. In this report, using an RNA pol II ChIP-seq approach, we identify genes in Th2 cells that are regulated by PARP-14, and either dependent or independent of ADP-ribosyltransferase catalytic activity. Our data demonstrate that PARP-14 enhances the expression of Th2 genes as it represses the expression of Th1-associated genes. Among the relevant targets are Signal Transducer and Activator of Transcription genes required for polarizing Th1 and Th2 cells. To define a mechanism for PARP-14 function, we use an informatics approach to identify putative PARP-14 DNA binding sites. Two putative PARP-14 binding motifs are identified in multiple Th2 cytokine genes, and we demonstrate that PARP-14 interacts with each motif using in vitro binding assays. Taken together our results indicate that PARP-14 is an important factor for T helper cell differentiation and it binds to specific DNA sequences to mediate its function.

## Introduction

The cytokine interleukin-4 (IL-4) activates the Signal Transducer and Activator of Transcription 6 (STAT6) to mediate its function [1], [2], [3], [4]. Receptor engagement by IL-4 leads to Janus kinase-mediated tyrosine phosphorylation of latent STAT6. After tyrosine phosphorylation, STAT6 forms dimers, translocates to the nucleus, and binds to specific DNA sequences to regulate gene transcription. The DNA binding sites for STAT6 consist of palindromic sequences (TTCN_3–4_GAA) with an N3–N4 spacer between the inverted repeats [5], [6]. Both IL-4 and STAT6 play an important role in T helper cell immune responses, specifically in the type 2 response (Th2) [2], [4], [7]. The Th2 responses are associated with humoral immunity and provide help for antibody dependent immune responses [2], [4], [5], [7]. Th2 immune responses are typically elicited against extracellular parasites including helminthes [4], [5]. Moreover, dysregulated Th2 immune responses are associated with allergic disorders including asthma, atopic dermatitis and food allergies [8], [9], [10], [11], [12], [13], [14].

Previously, we have identified PARP-14 (poly ADP ribose polymerase) as a factor that specifically interacts with STAT6 to induce the expression of IL-4-dependent genes [15], [16], [17]. Several conserved domains are found in PARP-14 including, three copies of the macro domain and a PARP catalytic domain [15]. The macro domains were first identified in the non-classical histone macroH2A (mH2A) [18]. The PARP domain found in PARP-14 was first identified in PARP-1 [19], and 16 additional proteins have been identified that contain the PARP catalytic domain and collectively form the PARP super-family of proteins [20]. Recently, this family of proteins has been defined using an alternate nomenclature and are called ARTDs (ADP-ribosyltransferase diphtheria toxin-like), with PARP-14 (standard gene symbol *Parp14*) also known as ARTD8 [21]. The PARP catalytic domain contains an enzymatic activity that uses NAD as a substrate and transfers ADP-ribose moieties on protein acceptors, including itself. The quintessential function of PARP-1, the most characterized protein of this family, is in DNA damage repair and in the manifestation of an inflammatory response due to oxidative stress [19], [20]. Due to its central role in two important cellular processes considerable effort has been spent on developing pharmacological inhibitors that interfere with the poly(ADP-ribosyl)ation activity of PARP-1 [22]. Most PARP inhibitors act as competitive inhibitors as they occupy the NAD binding site within the catalytic domain of the enzyme [22]. Water soluble PARP inhibitors, including N-(6-oxo-5,6-dihydro-phenanthridin-2-yl)-N, N-dimethylacetamide HCl (PJ34), are available and have been used in vivo to exert anti-inflammatory actions [23]. As PJ34 is a mimic of NAD it is not specific for an individual PARP enzyme and has been shown to inhibit a number of PARP family members including PARP-14 [24].

PARP-14 interacts with STAT6 and enhances its transcription activity. Our data demonstrated that PARP-14 functions as a transcriptional switch for STAT6 dependent gene induction. In the absence of IL-4, PARP-14 was found to be bound to STAT6 responsive promoters, and functioned as a transcriptional repressor by recruiting HDAC 2 and 3. In the presence of IL-4 the catalytic activity of PARP-14 modified the HDACs and the repressive complex was displaced from the promoter to activate transcription [25]. PARP-14 is required for STAT6-dependent gene expression in B cells and T helper cells [24], [25], [26]. These data indicated that PARP-14 has the ability to bind DNA but the exact sequence to which PARP-14 binds is not known. Moreover, whether PARP-14 functions only with STAT6 in Th2 cells, or if it has STAT6-independent functions, is not known.

To investigate the role of PARP-14 in Th2 cells we performed a high throughput sequencing study to define the active gene transcription in Th2 cells that was dependent on PARP-14 and/or ADP-ribosyltransferase (ART) activity. T helper cells from *Parp14*+/+ and *Parp14*−/− were differentiated under Th2 conditions with and without PJ34, and were used for ChIP-Seq analysis to identify genes that were actively transcribed by using an antibody directed against the active form of RNA polymerase II. Actively transcribed genes identified from this analysis were divided based on a requirement for PARP-14 and PARP enzyme activity. We used genomic sequences from the genes that were positively regulated by PARP-14 and performed a de novo search for common sequences and identified putative binding sites for PARP-14 present in Th2 cytokine loci. Thus, PARP-14 binds to specific DNA sequences in regulating the expression of genes in Th2 cells.

## Materials and Methods

### Ethics Statement

All animal experiments were approved by Indiana University School of Medicine Institutional Animal Care and Use Committee.

### Mice

Six to eight week old C57BL/6 and *Parp14*−/− mice on a C57BL/6 background were used for all studies. Mice were maintained in pathogen free conditions.

### ChIP-Seq

Spleens were harvested from 6–8 week old C57BL/6 wild-type and *Parp14*−/− mice. Naïve CD4+ T cells were isolated with a CD4^+^ CD62L^high^ T cell Kit and MACS separation columns (Miltenyi Biotec, Auburn, CA) as described by the manufacturer. Naïve CD4^+^ T cells were cultured in RPMI as previously described [6] in the presence or absence of 5 µM PJ34 as indicated. Cells were then fixed according to the Active Motif (Carlsbad, CA) cell fixation protocol for ChIP assays. ChIP-Seq was performed by Active Motif using the TranscriptionPath service. Briefly, chromatin was immunoprecipitated using an antibody specific for RNA Polymerase II phosphoserine 2. To verify the quality of the ChIP DNA, a TranscriptionPath qPCR assay was carried out using primers that amplify a genomic region in the 1st introns of the *Actb* (Actin B) gene and the Th2-induced *Il5* gene. Quantitative PCR was performed again following amplification of the ChIP DNA required to generate adequate DNA for sequencing. 36-nt sequence reads were identified by the Sequencing Service (using Illumina’s Genome Analyzer 2). At least 28 million quality-filtered reads per sample were mapped to the mouse genome (mm9) using the ELAND (Illumina) algorithm. After removal of duplicate reads, the data files for the 4 samples and Input were normalized to 8.2 million uniquely-mapped alignments each. SICER analysis [27] was then performed to identify peaks of enriched RNA Polymerase II protein binding (range of 8840–12014/sample) in samples compared to the input file. 

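The deposited tracks list the SICER intervals of each library on mm9. There were 11692 intervals in the *Parp14*+/+ library, 12014 in *Parp14*+/+ + PJ34, 10228 in *Parp14*−/− and 8841 in *Parp14*−/− + PJ34. Of these, 11435, 11461, 9804 and 8592 were at least 1 kb long, in the same order. The intervals covered 98.1 Mb in *Parp14*+/+ and 82.4 Mb in *Parp14*+/+ + PJ34, against 73.8 Mb in *Parp14*−/− and 65.5 Mb in *Parp14*−/− + PJ34. The median interval was 5250 bp long in *Parp14*+/+, 4350 bp in *Parp14*+/+ + PJ34, 4500 bp in *Parp14*−/− and 4950 bp in *Parp14*−/− + PJ34. The height of the fragment pile-up at the highest point of an interval had a median of 9 in each of the 4 libraries, and the highest point of any interval was 172, 182, 192 and 173 in the same order. The libraries therefore differed in the length of genome covered and not in the median height of their peaks. Over 3665 genes of at least 10 kb with an interval in both untreated libraries, intervals covered 58.1% of the last 10% of the gene length in *Parp14*+/+, 49.0% in *Parp14*+/+ + PJ34, 44.5% in *Parp14*−/− and 39.3% in *Parp14*−/− + PJ34. In the first 10% the coverage was 39.3%, 33.7%, 34.4% and 32.6%.

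**Figure D1:**
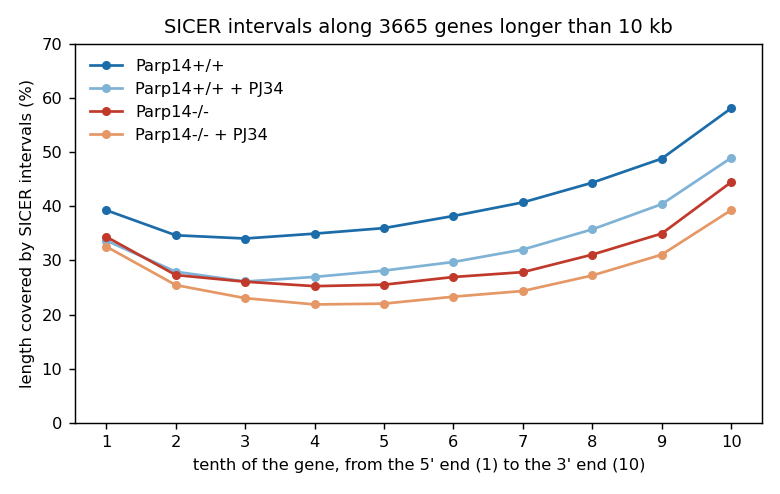
Percent of gene length covered by SICER intervals (y axis) in each 10% of the length of 3665 genes of at least 10 kb, from the 5′ end to the 3′ end (x axis), with 1 line for each of the 4 libraries. The *Parp14*+/+ line lies above the other 3 all along the gene, and coverage is highest in the last 10% in all 4 libraries.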

SICER analysis was performed with the following parameters: Species-mm9; redundancy threshold-1; window size-150 bp; fragment size-150 bp; effective genome fraction-0.86; gap size-450 bp; FDR-10^−10^]. ChIP-seq data files were submitted to GEO (accession number GSE51344).

### Gene Expression Analysis

Total RNA was purified using the TRIzol reagent (Invitrogen). cDNA was prepared using the SuperScript First-Strand cDNA synthesis system (Invitrogen). Quantitative RT-PCR (qRT-PCR) was performed for the indicated genes using the comparative threshold cycle method and normalized to *b2m*.

### Immunoblot Analysis

Whole cell protein lysates extracted from *in vitro* differentiated cells were imunoblotted with anti-RNA polymerase II CTD phospho-Serine 2 (ActiveMotif) and RNA polymerase II (ActiveMotif) as a control.

### Homer Analysis for Determination of the DNA Binding Site for PARP-14

HOMER was used to perform a de novo motif analysis using the findMotifs.pl tool [28]. HOMER uses ZOOPS scoring (zero or one occurrence per sequence) coupled with the hypergeometric enrichment calculations (or binomial) to determine motif enrichment. Genes that were positively regulated by PARP-14 were used as the list of target genes, and genes that showed no regulation by PARP-14 were used as the list of background genes. The region of each gene from 1000 base pairs upstream to 100 base pairs downstream of the transcription start site for each gene was used in the analysis.

### DNA Affinity Pull-Down Assay

Double-stranded biotinylated oligonucleotides (Il4-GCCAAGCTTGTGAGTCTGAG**TTCAAGGATC**CACACGGTGCAAAGAGAGAC, Il4 scramble-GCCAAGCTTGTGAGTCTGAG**CGTGCATGCA**CACACGGTGCAAAGAGAGAC, Il5-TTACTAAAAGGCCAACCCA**GACTGAGTGGAG**ATAAGAGGATGCTTCTTGG, Il5 scramble-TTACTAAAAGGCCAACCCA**GCAGATTGCTTT**ATAAGAGGATGCTTCTTGG, and the respective reverse complements) were incubated with streptavidin-agarose beads (Millipore, Billerica, MA) for thirty minutes at 4°C. The beads were then washed with pull-down buffer to remove unbound oligonucleotides. The oligonucleotide-bead complexes were then incubated with 100 µg of salmon sperm DNA and 500 µg of protein extract, from 293T cells transfected with PARP-14 cDNA. The reaction was carried out for 2 hours in pull-down buffer composed of 25 mM HEPES, 15 mM NaCL, 0.5 mM DTT, 0.1 mM EDTA, 10% glycerol, and 0.5% Nonidet P-40 at 4°C. The beads were then washed with pull-down buffer to remove nonspecific protein binding. The proteins still bound to the oligonucleotides were then identified by Western blotting. Quantification of protein bands was determined using ImageJ [29].

### Dual Luciferase Assay

The CMV PARP-14 expression vector [25] (0.5 µg/ml), and pGL3-IL5P reporter vector [30] (0.5 µg/ml) and *Renilla* luciferase reporter plasmid (125 ng/ml) as an internal control were transfected into Jurkat T cells using FuGene6. After 24 hours, cells were stimulated with PMA (50 ng/ml) and ionomycin (500 ng/ml) for 6 hours before isolation of cell extracts. Luciferase activity was measured by using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions.

## Results

### Determination of Genome Wide Transcription in Th2 cells Dependent on PARP-14 and ADP-ribosyltransferase Activity

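Chromatin of Th2 cultures was immunoprecipitated with an antibody to the phosphoserine 2 form of RNA Polymerase II in 4 conditions, *Parp14*+/+, *Parp14*+/+ + PJ34, *Parp14*−/− and *Parp14*−/− + PJ34, and the Input was an equal mixture of both genotypes. There was 1 library per condition, so no difference between these libraries has a replicate check. PJ34 is a small-molecule inhibitor of PARP enzymes. Its dose is 5 µM in the paper and 10 µM in the sample labels. The labels describe PJ34 as given to cells that were already differentiated, and the paper describes culture in its presence. By the labels the cells were activated for 3 days with 10 ng/ml IL-4 and then expanded for 4 days. The authors mapped at least 28 M reads of 36 nt per sample to mm9 and reduced each library to 8.2 M alignments, so the depth was made equal before the values were formed. They deposited the SICER intervals of each library and, for 11608 genes, an average peak height per library. This is the mean, over the active regions of a gene, of the highest fragment pile-up in each region. Active regions are overlapping intervals merged over all 8 libraries of the gene table, so a region can extend over neighbouring genes and give them the same value. Multiplied by the number of active regions of each gene and summed over genes, the peak heights came to 218327 in *Parp14*+/+, 226680 in *Parp14*+/+ + PJ34, 219556 in *Parp14*−/− and 203835 in *Parp14*−/− + PJ34. A region shared by neighbouring genes enters once for each of them, so these are not totals of signal. Peak heights were used as deposited. A ratio of peak heights is given with a 95% interval from the exact binomial (Clopper-Pearson) limits of the summed peak heights of the active regions, taken as counts. It covers counting error only, and no p-value across genes is given. *Parp14* itself (gene identifier 547253) lies on the minus strand of chromosome 16 from 35832964 to 35871586. Its average peak height was 8 in *Parp14*+/+, 11 in *Parp14*+/+ + PJ34, 6.67 in *Parp14*−/− and 6.67 in *Parp14*−/− + PJ34. The *Parp14*+/+ to *Parp14*−/− ratio was 1.20 (0.635 to 2.29) and the *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 1.65 (0.919 to 3.03), so a difference in height was not detectable at this depth. SICER intervals covered 22873 bp of the gene in *Parp14*+/+ and 20836 bp in *Parp14*+/+ + PJ34, against 2686 bp in *Parp14*−/− and 3286 bp in *Parp14*−/− + PJ34. The single interval at the gene in *Parp14*−/− (35868901 to 35872350) and in *Parp14*−/− + PJ34 (35868301 to 35871900), each with a height of 13, spanned the first exon (35871253 to 35871630) and did not reach the second (35866235 to 35866374). The covered length of *Parp14* thus followed the genotype label in all 4 libraries.

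**Figure D2:**
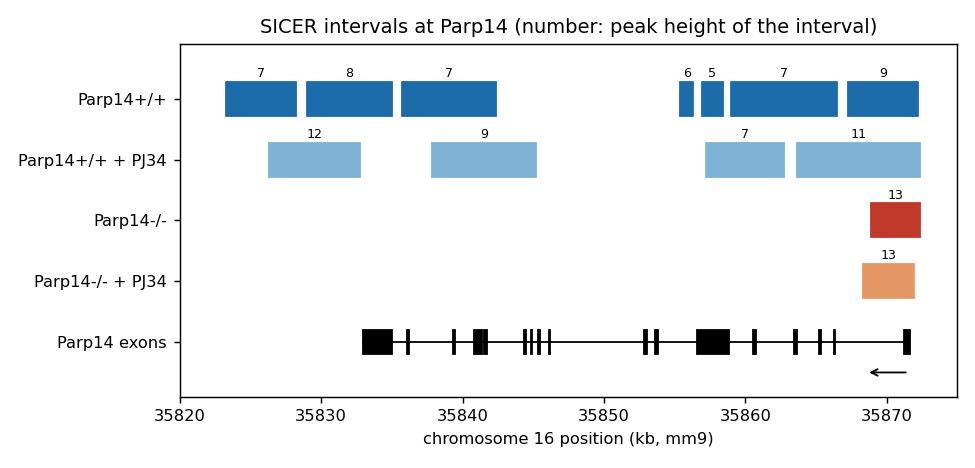
SICER intervals at *Parp14* in the 4 libraries, drawn to scale along chromosome 16 (mm9, x axis in kb) above the exons of the gene, with the peak height written at each interval. In the stretch drawn, the *Parp14*+/+ library has 7 intervals and *Parp14*+/+ + PJ34 has 4, and each *Parp14*−/− library has 1, at the 5′ end.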

To determine genes that are regulated by PARP-14 and ADP-ribosyltransferase (ART) activity at the genomic level, we performed RNA Polymerase II ChIP-Seq analysis on *in vitro* differentiated Th2 cells from *Parp14+/+* and *Parp14−/−* mice that were cultured in the absence or presence of the ART inhibitor PJ34. The RNA Polymerase II ChIP-Seq showed a total of 25,677 genes with active gene transcription in at least one of the four Th2 cell samples (Table S1). 

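The deposited gene table lists 11608 genes, and 11606 of them had a peak height above 0 in at least 1 of the 4 ChIP libraries. The same number had a peak height above 0.5. These peak heights are not on the scale of the values in Tables S1 to S7. For the 1647 genes of Table S5, the paper's values in *Parp14*+/+ run from 0.464 to 59.6 with a median of 2.2, and the peak heights of the same genes had a median of 11.6. A minimum of 0.5 therefore removed only genes at 0. The copy of Table S1 used here holds 1999 of the paper's 25677 genes, so no gene set was compared with it.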

Active transcription was ascertained based on average peak values of sequence tags associated within a gene. In order to eliminate genes that did not have significant active gene transcription, all genes that did not have at least one sample with an average peak value above 0.500, or an average peak value above the input sample were removed from further analysis. The remaining genes were cross-referenced with the list of genes analyzed by SICER, and genes that did not have a significant level of active gene transcription in at least one sample were removed from further analysis. 

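Genes were kept when the deposited table marked a SICER interval in at least 1 of the 4 ChIP libraries. The comparison with Input was left out, since Input values per gene were not used here. This gave 8551 genes (Pool 1). Of these, 4679 (54.7%) had an interval in all 4 libraries. Of the untreated pair, 1606 genes had an interval in *Parp14*+/+ alone and 614 in *Parp14*−/− alone. The choice that moved the size of Pool 1 most was the overlap required, since 3317 genes were left when intervals had to cover at least 50% of the gene. The median peak height over Pool 1 was 9.25 in *Parp14*+/+, 10 in *Parp14*+/+ + PJ34, 9 in *Parp14*−/− and 8.5 in *Parp14*−/− + PJ34. Many genes shared their intervals. In *Parp14*+/+, 3467 of the 6153 Pool 1 genes overlapped by an interval (56.3%) shared it with another gene, and the share was 52.6% in *Parp14*+/+ + PJ34, 50.4% in *Parp14*−/− and 51.8% in *Parp14*−/− + PJ34. In all 4 libraries together, 2232 genes (26.1% of Pool 1) had the same values as the next gene along the chromosome, so counts of genes are not counts of separate peaks. The copy of Table S2 used here holds 1999 of the paper's 8062 genes and was not used for a comparison of gene sets.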

A total of 8,062 genes were determined to have active transcription occurring in at least one sample. All subsequent analyses utilized this revised list of 8,062 genes (Pool 1) (Figure 1A and Table S2).

**Figure 1:**
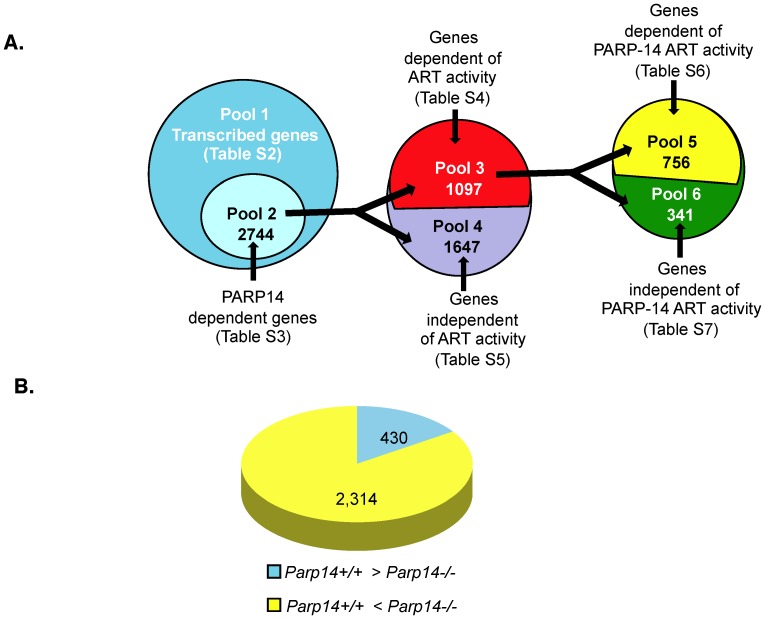
PARP-14 and its enzyme activity regulate expression of a broad range of genes. (A) Graphical illustration of numerical distribution of genes determined by RNA Poymerase II ChIP-seq in Th2 cells that are regulated by PARP-14. Pool 1 represents genes undergoing significant transcription as determined by ChIP-Seq. Pool 2 includes genes that are dependent on the expression of PARP-14. Pool 4 contains genes that are independent of the ART activity of PARP-14. Pool 3 contains genes dependent on PARP-14 and ART activity, and was further divided into Pool 5, genes that are dependent on the ART activity of PARP-14 and Pool 6 containing genes that depend on ART activity of PARP-14 and other PARP enzymes. (B) Graphical representation showing proportion of genes positively regulated by PARP-14 (yellow) and genes negatively regulated by PARP-14 (blue).

In order to determine the genes whose expression is dependent on PARP-14, we compared the average peak values of the ChIP-Seq signal in wild-type and PARP-14 deficient samples. A gene was determined to be down-regulated in the absence of PARP-14 if the average peak value ratio between the *Parp14+/+* and *Parp14−/−* sample was greater than 1.4. Similarly, gene expression was defined as increased in the *Parp14−/−* compared to the wild-type sample if the ratio was less than 0.7. Although these ratios are effective for most genes, genes that are actively transcribed at significantly higher levels (an average peak value greater than 2) may show a less significant *Parp14+/+* to *Parp14−/−* ratio, and might be eliminated as a false negative. To correct for this, all genes that had a *Parp14+/+* to *Parp14−/−* ratio between 1.2–1.4 and 0.7–0.83 were included only if they had an average peak value above 2 in either of the samples. To ensure that the genes on this list showed significant transcription, the sample with the higher signal was verified to be a significant peak by SICER analysis. With this analysis a list of 2,744 genes were then identified as genes dependent on PARP-14 (Pool 2) (Figure 1A, Table S3). 

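With these thresholds applied to peak heights, 2823 genes passed (33.0% of Pool 1). Before the requirement of a SICER interval in the higher library, 1091 Pool 1 genes had a *Parp14*+/+ to *Parp14*−/− ratio above 1.4 and 943 had a ratio below 0.7. The average value of 2 was read as a peak height of 11, the median of the 489 peak heights at which the paper's own value for a Pool 4 gene lies between 1.8 and 2.2. This height was set after counts at other heights had been seen. Of the alternatives tried, the number of Pool 2 genes moved most with a minimum of 50 on the summed peak height in the higher library, which left 708 genes of Pool 1 and 259 of Pool 2. No replicate shows how often 2 libraries of one condition would differ this much, so counting error was simulated. Over 100 simulated pairs of libraries, drawn with Poisson noise from the mean of the real pair, between 3167 and 3380 genes (mean 3297) passed the ratio thresholds. In the real pair 2915 did. Both were counted over the 7723 Pool 1 genes with a SICER interval in either library of the pair, without asking for it in the higher one. The real count lay below that of every simulated pair, so the simulation overstates the noise of these heights, and an excess among low genes was not detectable by it. Among genes with at least 50 summed peak height, 263 genes passed in the real pair against 150 to 220 (mean 190.8) in the simulated pairs. The simulation treats summed peak heights as counts. The copy of Table S3 used here holds 1998 of the paper's 2744 genes.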

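Of the Pool 2 genes found from peak heights, 1540 (54.6%) were higher in *Parp14*+/+ and 1283 were higher in *Parp14*−/−. Over Pool 1 the median *Parp14*+/+ to *Parp14*−/− ratio was 1.00 (95% interval of the median 1.00 to 1.01), and 49.0% of genes were higher in *Parp14*+/+ and 42.6% lower. Among genes with at least 50 summed peak height, 113 were higher in *Parp14*+/+ and 146 in *Parp14*−/−. With the length covered by SICER intervals in place of peak height, an alternative chosen after seeing the data, 3246 genes (75.6%) were on the *Parp14*+/+ side and 1045 on the *Parp14*−/− side, since the *Parp14*+/+ intervals were longer. The PJ34-treated pair shares no library with the untreated pair. There, 69.9% of the positively regulated genes (95% Wilson interval 67.5% to 72.1%) were higher in *Parp14*+/+ + PJ34 than in *Parp14*−/− + PJ34, against 63.9% of Pool 1. Of the negatively regulated genes, 48.3% (45.6% to 51.1%) were lower, against 28.4% of Pool 1. With each library scaled to a median ratio of 1 to *Parp14*+/+, these shares were 56.2% and 71.4%, against 49.5% and 50.5% of Pool 1. The same thresholds applied to the PJ34-treated pair, a comparison also added after seeing the data, gave 2371 genes higher in *Parp14*+/+ + PJ34 and 739 higher in *Parp14*−/− + PJ34, and 1328 and 1444 after scaling.

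**Figure D3:**
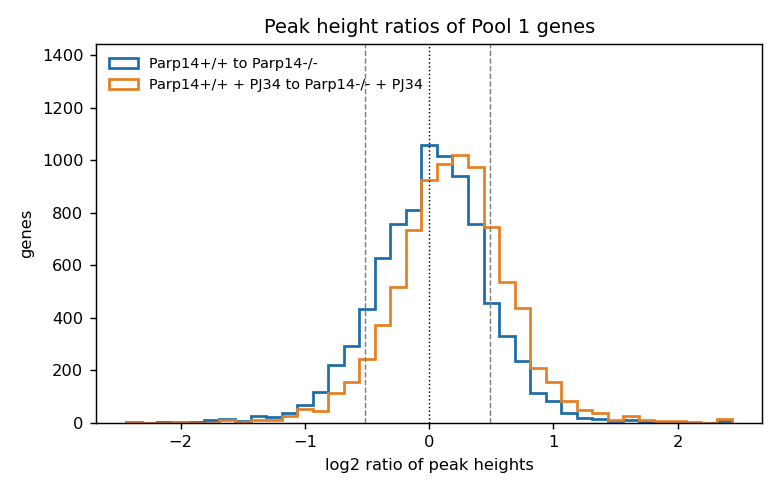
Histograms of the log2 ratio of peak heights over the Pool 1 genes with a peak height above 0 in both libraries of a pair (x axis, log2 ratio; y axis, genes) for the untreated pair (*Parp14*+/+ to *Parp14*−/−) and the PJ34-treated pair (*Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34), with dashed lines at ratios of 1.4 and 0.7, a dotted line at a ratio of 1, and values beyond the axis placed in the end bins. The untreated pair is centred on a ratio of 1.00 and the PJ34-treated pair on 1.14.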

Amongst these 2,744 genes 2,314 genes were positively regulated by PARP-14 as the active transcription was higher in *Parp14*+/+ as compared to *Parp14*−/− samples, and 430 genes showed a higher level of transcription in *Parp14*−/− than *Parp14*+/+ indicating a repressive role of PARP-14 in transcription (Figure 1B).

To determine the genes whose transcription is dependent on the ART activity of only PARP-14, we began further analysis from Pool 2. We reasoned that elimination of PARP-14 would cause a difference in active transcription that was either dependent or independent of the enzyme activity of PARP-14. In order to determine whether a gene is affected by the ART activity of PARP-14, PARP-14 would need to be present to ensure that treatment with a PARP inhibitor (PJ34) would have an effect on the PARP activity specific to PARP-14. Therefore, we took genes in Pool 2 and compared the wild-type sample with the *Parp14*+/+ + PJ34 sample for each gene. If there was no significant difference in levels of active gene transcription between the untreated wild-type sample compared to wild-type+PJ34 sample (a ratio of 0.83–1.2 between WT and WT+PJ34), then the gene was classified as independent of ART activity. Genes regulated by PARP-14 and ART activity were designated as Pool 3 (1,097 genes) (Figure 1A and Table S4). 

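From peak heights, 1462 Pool 2 genes had a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio outside 0.83 to 1.2 (Pool 3), 784 of them positively and 678 negatively regulated by PARP-14. Of the 784 positively regulated genes, 680 were higher in *Parp14*+/+ than in *Parp14*+/+ + PJ34 and 104 were lower. Of the 678 negatively regulated genes, 577 were lower in *Parp14*+/+ than in *Parp14*+/+ + PJ34 and 101 were higher. Over Pool 1 the median *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio was 0.959 (95% interval 0.95 to 0.966), and 4653 genes lay within 0.83 to 1.2. Both ratios use the same *Parp14*+/+ library, which ties them together. Across 8533 genes, which are not independent replicates, the log2 *Parp14*+/+ to *Parp14*−/− and log2 *Parp14*+/+ to *Parp14*+/+ + PJ34 ratios had a Pearson's r of 0.428. In 100 simulations of unchanged libraries with counting error, the shared library alone gave an r of 0.500. Between ratios with no library in common, r was 0.218 for the *Parp14*+/+ to *Parp14*−/− and *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratios and 0.0290 for the *Parp14*+/+ to *Parp14*+/+ + PJ34 and *Parp14*−/− to *Parp14*−/− + PJ34 ratios. The copy of Table S4 used here holds 1096 of the paper's 1097 genes.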

We further analyzed Pool 3 to identify genes whose transcription was dependent on the ART activity of only PARP-14, or was dependent on the ART activity of PARP-14 and/or other PARPs. 

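Between *Parp14*−/− and *Parp14*−/− + PJ34, 700 of the Pool 3 genes found from peak heights had a ratio within 0.83 to 1.2 (Pool 5), and 426 of these were positively and 274 negatively regulated by PARP-14. Over Pool 1 the median *Parp14*−/− to *Parp14*−/− + PJ34 ratio was 1.08 (95% interval 1.08 to 1.09), a log2 shift of 0.12, so that the *Parp14*−/− + PJ34 library lay below the *Parp14*−/− library as a whole. The number of Pool 5 genes was moved most by the minimum of 50 summed peak height, which left 64. The copy of Table S6 used here holds 755 of the paper's 756 genes.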

Genes in Pool 3 that had no significant difference between the *Parp14−/−* and *Parp14−/−* + PJ34 samples (ratio of 0.83–1.2) were genes that were regulated by the ART activity of only PARP-14 (756 genes in Pool 5) (Figure 1A and Table S6). 

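Outside the range of 0.83 to 1.2 between *Parp14*−/− and *Parp14*−/− + PJ34 lay 762 of the Pool 3 genes found from peak heights (Pool 6), 358 positively and 404 negatively regulated by PARP-14. Pool 6 was thus about as large as Pool 5 in these values.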

The remaining 341 genes were regulated by the ART activity of other PARP enzymes (Pool 6) (Figure 1A and Table S7).

To determine the genes whose transcription regulation is independent of the ART activity contained in PARP-14, we started our analysis with the genes that had a significant difference between the wild-type and *Parp14−/−* samples (Pool 2). We narrowed down the list by including genes that showed no significant difference between the untreated and PJ34-treated samples for *Parp14+/+* (ratio of 0.83−1.2). Thus, this list consists of 1,647 genes that are affected by the loss of PARP-14 but are not affected by the inhibition of the ART activity of PARP-14 (Pool 4) (Figure 1A and Table S5).

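From peak heights, 1361 Pool 2 genes had a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio within 0.83 to 1.2 (Pool 4), 756 positively and 605 negatively regulated by PARP-14. Table S5 is complete here, and all of its 1647 genes were found in the deposited gene table. By the paper's own values, 1382 of them are positively and 265 negatively regulated. Of the 1382, 74.4% (95% Wilson interval 72.0% to 76.6%) had a higher peak in *Parp14*+/+ than in *Parp14*−/− and 19.5% a lower one. Of the 265, 89.8% (85.6% to 92.9%) had a lower peak in *Parp14*+/+. Between the PJ34-treated libraries, 78.3% (76.0% to 80.4%) of the 1382 were higher in *Parp14*+/+ + PJ34 and 68.3% (62.5% to 73.6%) of the 265 were lower. The *Parp14*+/+ + PJ34 library entered the study's selection of Pool 4, so this pair is not separate from that selection. The Pool 2 thresholds called 486 of the 1382 in the same direction and 75 in the other, and 190 of the 265 in the same direction and 4 in the other. Across 1645 genes, which are not independent replicates, the log2 ratios of the paper's values and of the peak heights had a Pearson's r of 0.677. The paper reasons that loss of PARP-14 changes transcription either through its enzyme activity or apart from it, and that PJ34 can reveal the enzyme activity of PARP-14 only where PARP-14 is present. From genes that differ between the genotypes and not between *Parp14*+/+ and *Parp14*+/+ + PJ34, it concludes that this group depends on PARP-14 and not on its ART activity.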

### PARP-14 and ART Activity Regulate Expression of Genes Associated with a Number of Cellular Pathways

To classify the genes regulated by PARP-14 into functional categories we used the Database for Annotation, Visualization and Integrated Discovery (DAVID) tool [31], [32]. Using this algorithm we were able to determine that the genes regulated by PARP-14 were involved in a number of cellular processes (Table 1). 

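Gene lists were placed among 10000 random lists of the same size, matched on mean peak height. The 60 oxidative phosphorylation genes of Pool 1 had a median *Parp14*+/+ to *Parp14*−/− ratio of 1.11, at percentile 96.0 of the random lists, and 38 were above 1 and 14 below. Their median *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 1.21, at percentile 82.8. The 53 mitochondrial ribosomal protein genes had a median *Parp14*+/+ to *Parp14*−/− ratio of 0.96, at percentile 7.68, and a median *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio of 1.06, at percentile 4.27, so neither list was outside the middle 95% of random lists in either pair. Of the 13 STAT-associated genes drawn in Figure 2, 5 had a *Parp14*+/+ to *Parp14*−/− ratio above 1 and 7 below, and the interval of 3 of them excluded 1.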

PARP-14 regulated a large number of genes involved with the ribosomal machinery, and other functional pathways including T cell receptor signaling, ubiquitin mediate proteolysis, cell cycle, MAPK signaling, oxidative phosphorylation, and the JAK-STAT pathway (Table 1). To further determine whether PARP-14 and ART activity were regulating the expression of genes found in these cellular pathways, we constructed a heat map for a subset of these genes based on the ratio of gene expression in wild type versus *Parp14*−/− Th2 cells (column 1) or wild type Th2 cells treated or untreated with PJ34 (column 2) (Figure 2). 

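*Irf1* (chromosome 11, 53583580 to 53590825) had a peak height of 86 in *Parp14*+/+ and 144 in *Parp14*−/−, a ratio of 0.597 (0.452 to 0.785). Its height in *Parp14*+/+ + PJ34 was 110, and the *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio was 0.782 (0.583 to 1.05). In *Parp14*−/− the highest point lay 717 bp downstream of the gene. In *Parp14*+/+ and *Parp14*+/+ + PJ34 no summit was found in the gene or close to it, and the intervals run past its end. The heights compared at *Irf1* were thus read at different places. *Stat4* (chromosome 1, 52065088 to 52164028) had heights of 5.89 in *Parp14*+/+, 8.89 in *Parp14*−/− and 7.56 in *Parp14*+/+ + PJ34 over 9 active regions. Its *Parp14*+/+ to *Parp14*−/− ratio was 0.663 (0.459 to 0.949) and its *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio was 0.779 (0.534 to 1.13). Both genes were called negatively regulated from peak heights. *Stat4* fell in Pool 5 and *Irf1* in Pool 6.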

We observed that *Irf1*, *Stat1* and *Stat4* involved in Th1 differentiation [33], [34], [35], [36] were negatively regulated by PARP-14 and ART enzyme activity (Figure 2). Conversely, Th2 specific genes including *Il4*, *Il5* and *Il13* were positively regulated by PARP-14 and ART enzyme activity. 

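The genes lie close together on chromosome 11 of mm9, *Il4* from 53425970 to 53432167 and *Il13* from 53444826 to 53448204 on the minus strand and *Il5* from 53534296 to 53538605 on the plus strand. *Il4* had a peak height of 61 in *Parp14*+/+, 29 in *Parp14*−/− and 39 in *Parp14*+/+ + PJ34, with a *Parp14*+/+ to *Parp14*−/− ratio of 2.10 (1.53 to 2.93) and a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 1.56 (1.17 to 2.11). *Il13* had a height of 38 in *Parp14*+/+, 17 in *Parp14*−/− and 33 in *Parp14*+/+ + PJ34, with ratios of 2.24 (1.23 to 4.22) and 1.15 (0.703 to 1.89). *Il5* had a height of 21 in *Parp14*+/+, 4 in *Parp14*−/− and 21 in *Parp14*+/+ + PJ34, with ratios of 5.25 (1.77 to 21.0) and 1.00 (0.520 to 1.92), and no SICER interval in *Parp14*−/−. The difference between the genotypes was larger than counting error for the 3 genes, and the difference with PJ34 was so for *Il4* alone. Active regions run across this locus. The value of *Il4* is the mean of the peak at *Il4* and the highest peak of the stretch from *Il13* to *Rad50*. The peak at *Il4* alone was 84 in *Parp14*+/+, 45 in *Parp14*+/+ + PJ34, 41 in *Parp14*−/− and 26 in *Parp14*−/− + PJ34, a *Parp14*+/+ to *Parp14*−/− ratio of 2.05. The height of 17 given to *Il13* in *Parp14*−/− comes from a summit beside it in *Rad50*, and the interval over *Il13* itself reached 12. Outside this locus, the Pool 2 genes with at least 50 summed peak height that had the highest *Parp14*+/+ to *Parp14*−/− ratios were *Nudt3* at 1.78 (1.19 to 2.68) and *Ibrdc3* at 1.71 (1.08 to 2.76), counting only genes on the same side of 1 in the PJ34-treated pair. SICER intervals covered 0 bp of *Nudt3* in each of the 4 libraries, so its value cannot be assigned to the gene itself.

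**Figure D4:**
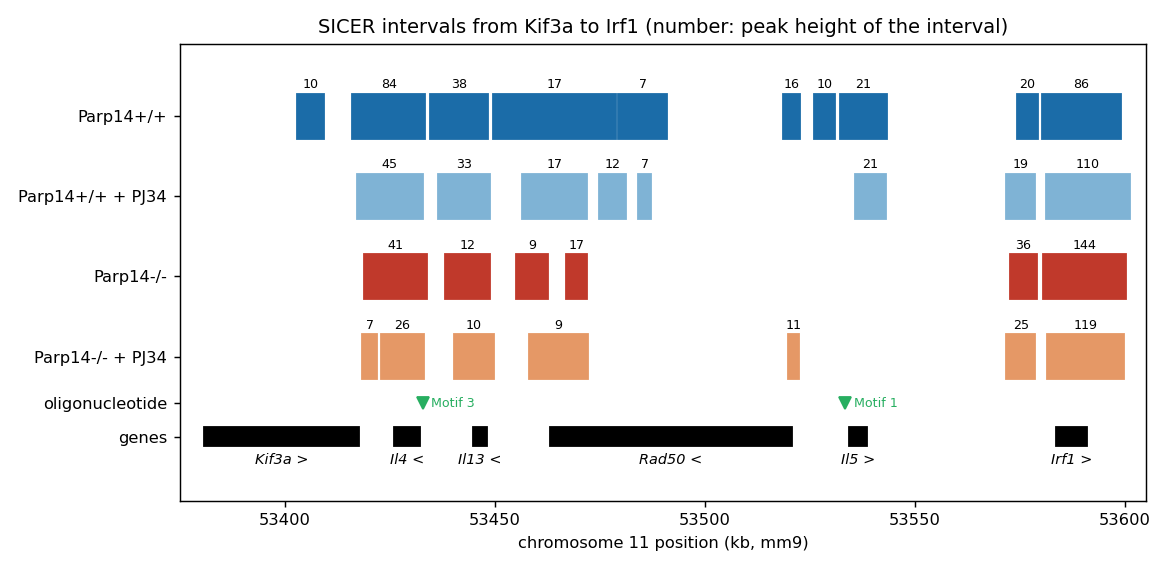
SICER intervals from *Kif3a* to *Irf1* in the 4 libraries, drawn to scale along chromosome 11 (mm9, x axis in kb) above the genes, with the peak height written at each interval and the positions of the *Il4* and *Il5* oligonucleotides. Intervals at *Il4* and *Il13* are higher in *Parp14*+/+ than in *Parp14*−/−, intervals at *Il5* occur in *Parp14*+/+ and *Parp14*+/+ + PJ34 alone, and the interval at *Irf1* is higher in *Parp14*−/−.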

A large number of genes associated with the ribosomal machinery were positively regulated by PARP-14 and ART enzyme activity (Figure 2). 

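All 79 cytosolic ribosomal protein genes of the table were in Pool 1. Their median *Parp14*+/+ to *Parp14*−/− ratio was 1.18 (95% interval of the median 1.09 to 1.24), higher than that of every one of the 10000 random lists, with 56 genes above 1 and 19 below. Their median *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio was 1.13 (1.09 to 1.24), at percentile 99.96 of the random lists, with 58 genes above 1 and 17 below. At their full length, the SICER intervals over these genes were longer in *Parp14*+/+ than in *Parp14*−/− for 59 genes and shorter for 17, and 68 genes were covered from end to end in both. With PJ34 in both cultures the median *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 0.938 (0.88 to 1.08), at percentile 0.185, so the list was not higher with PARP-14 there. Among the genes of Figure 2, *Rpl3* had a height of 69 in *Parp14*+/+, 46 in *Parp14*−/− and 55 in *Parp14*+/+ + PJ34, a *Parp14*+/+ to *Parp14*−/− ratio of 1.5 (1.02 to 2.23). *Rpl13* had heights of 53, 34 and 28, a *Parp14*+/+ to *Parp14*−/− ratio of 1.56 (0.995 to 2.47) and a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 1.89 (1.18 to 3.11).

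**Figure D5:**
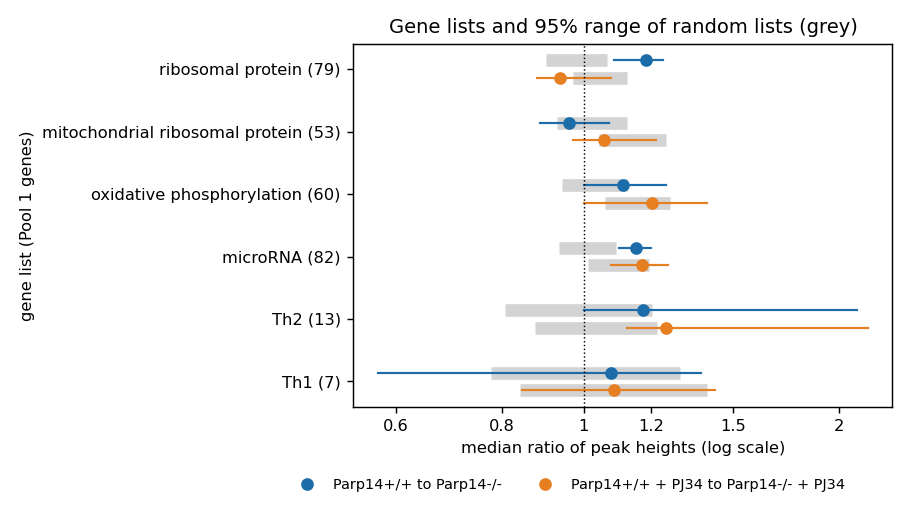
Median ratio (x axis, log scale) of 6 gene lists in the untreated pair (*Parp14*+/+ to *Parp14*−/−) and the PJ34-treated pair (*Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34). Lines are 95% intervals of the median, and grey is the middle 95% of random lists matched on mean peak height. In the untreated pair, the ribosomal protein (79 genes) and microRNA (82 genes) lists lie above the grey range. The oxidative phosphorylation (60), mitochondrial ribosomal protein (53), Th2 (13) and Th1 (7) lists lie within it. In the PJ34-treated pair, the Th2 list lies above its grey range, the ribosomal protein list below it and the other lists within it.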

Taken together, these data suggest that PARP-14 appears to play a significant role in regulating a broad set of cellular functions including T-cell associated functions such as Th1/Th2 polarization, T-cell receptor signaling, and cytokine signaling.

**Figure 2:**
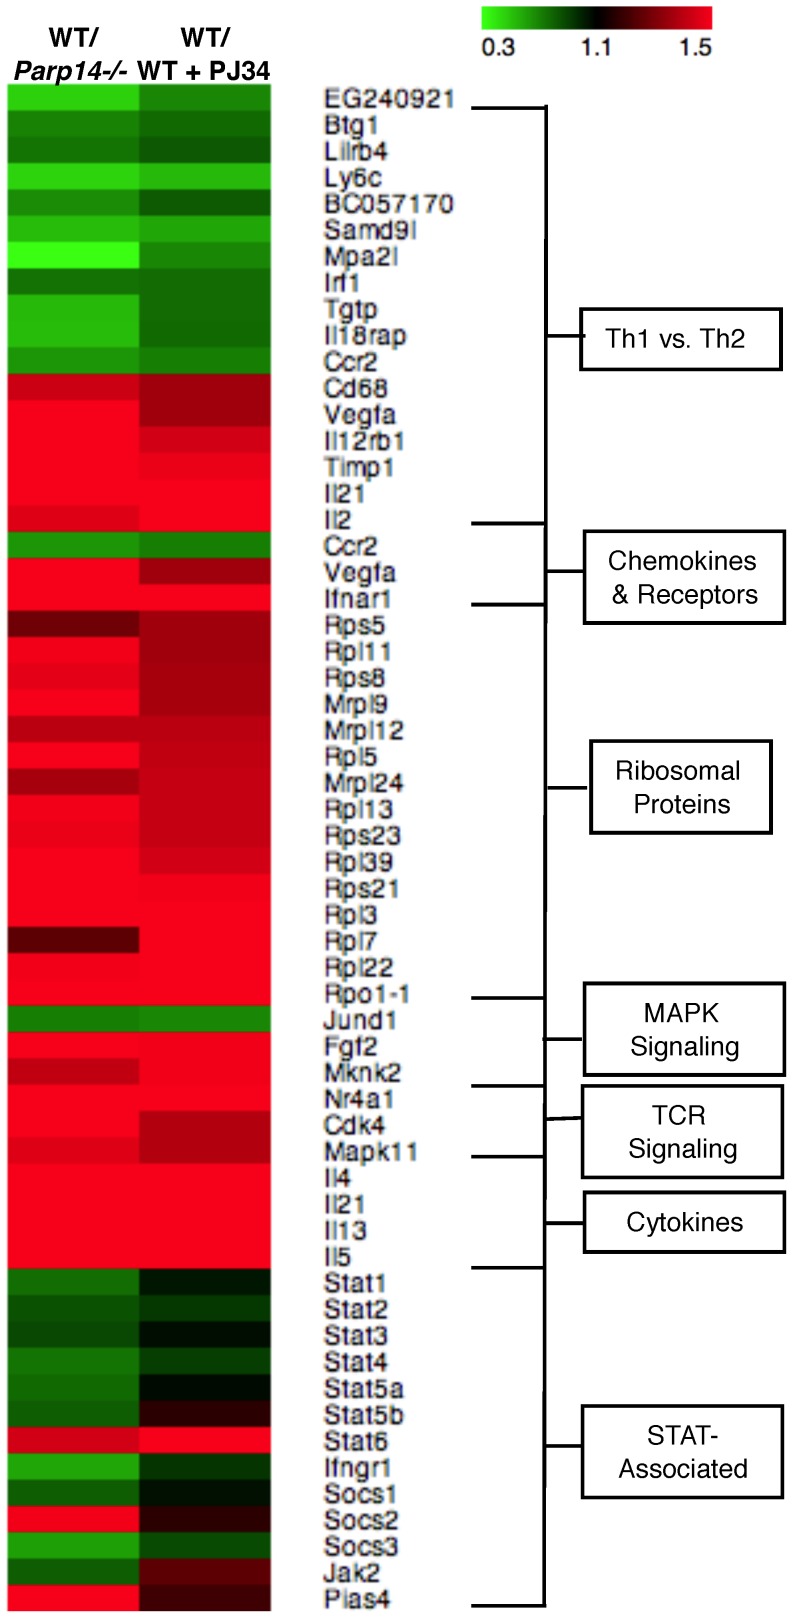
PARP-14 regulates genes that participate in diverse cellular pathways. Heat map indicating the level of dependence on PARP-14 for expression of the indicated genes. Rows represent individual genes involved in the indicated cellular pathways. The data in column 1 represent the comparison of wild type versus Parp14−/− Th2 cells, and data in column 2 represent the comparison of wild type Th2 cells cultured in the presence or absence of PJ34. Green and red indicate negative and positive regulation respectively.

**Table 1:** PARP-14 regulates genes involved in a number of cellular pathways as determined by the DAVID tool.

Genes Regulated by PARP-14					
Pathway Category	Pathway	# Genes	Percent Total	P-Value	Benjamini
KEGG	Ribosome	59	2.6	6.9E-31	1.2E-28
KEGG	T Cell receptor signaling pathway	39	1.7	3.3E-08	3.0E-06
KEGG	JAK-STAT signaling pathway	43	1.9	7.8E-07	4.6E-05
KEGG	Ubiquitin Mediated proteolysis	38	1.7	5.3E-06	2.4E-04
KEGG	Cell cycle	34	1.5	5.6E-05	1.7E-03
KEGG	MAPK signaling pathway	56	2.5	1.9E-04	4.1E-03
KEGG	Oxidative phosphorylation	27	1.2	1.4E-02	1.3E-01

Results from the DAVID tool using the KEGG (Kyoto Encyclopedia of Genes and Genomes) sourced pathways on genes that are regulated by PARP-14 (Pool 2). Number of genes regulated by PARP-14 in each of the listed pathways is indicated, and the percent total indicates the percentage of genes within a pathway that are regulated by PARP-14, with p-values and Benjamini values indicating the chance of false positive identification.

### Transcriptional Regulation of STATs and STAT-associated Genes by PARP-14

One of the pathways identified by the DAVID analysis and impacted by PARP-14 was the JAK-STAT pathway, and specifically STAT proteins themselves (Figure 3). 

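*Stat6* lies on chromosome 10 from 127080042 to 127098043 and had a peak height of 15 in *Parp14*+/+ and 11 in *Parp14*−/−, a ratio of 1.36 (0.761 to 2.48). Its heights of 12 in *Parp14*+/+ + PJ34 and 8.5 in *Parp14*−/− + PJ34 gave a *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio of 1.41 (0.727 to 2.80). Neither ratio excluded 1. *Stat6* was called positively regulated and fell in Pool 6. The highest summit of its interval was annotated in *Nab2*, the gene that overlaps its 3′ end, in *Parp14*+/+, *Parp14*+/+ + PJ34 and *Parp14*−/− + PJ34 and in *Stat6* in *Parp14*−/−, so the value cannot be assigned to *Stat6* alone. *Stat2* had a height of 11 in *Parp14*+/+ and 18 in *Parp14*−/−, a ratio of 0.611 (0.261 to 1.37), and the *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio of 1.40 (0.688 to 2.92) was on the other side of 1. *Stat3* and *Stat5a* lie in one interval, which ran from 100719451 to 100801800 on chromosome 11 in *Parp14*+/+, and so had the same values, 59 in *Parp14*+/+ and 48 in *Parp14*−/−, a ratio of 1.23 (0.826 to 1.84). *Stat5b* had a height of 9.33 in both. For *Stat4* the *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 0.85 (0.606 to 1.19).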

The Th1-associated *Stat1* and *Stat4* genes were negatively regulated by PARP-14 and the Th2-associated *Stat6* gene was positively regulated by PARP-14 as seen in gene expression ratios and Integrated Genome Browser figures (Figure 3A–B). To confirm this ChIP-Seq data we isolated splenic CD4+ T cells from PARP-14 deficient and wild-type mice and analyzed the expression of *Stat1*, *Stat4* and *Stat6*. In agreement with our ChIP-Seq data, the expression of *Stat1* and *Stat4* was higher in *Parp14*−/− samples compared to wild-type, and the expression of *Stat6* was significantly lower in the *Parp14*−/− cells compared to *Parp14*+/+ cells (Figure 3C).

**Figure 3:**
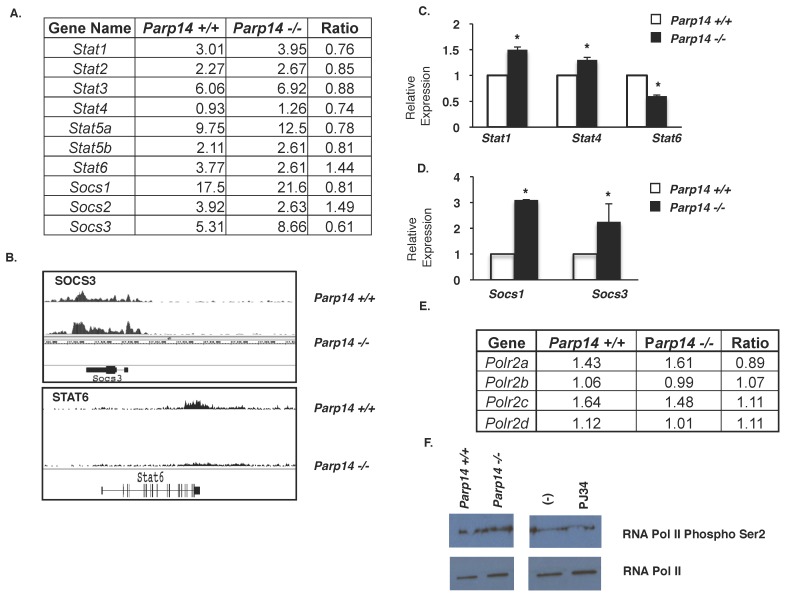
PARP-14 regulates expression of some of the STAT factors and STAT-associated genes. (A) Values in table represent the average peak values of RNA Polymerase binding for each of the indicated genes in both *Parp14*+/+ and *Parp14*−/− samples. (B) Integrated Genome Browser figures of RNA pol II binding to the *Socs3* and *Stat6* genes in wild type and *Parp14*−/− T cells. (C–D) Splenic CD4 T cells were isolated from *Parp14*+/+ and *Parp14*−/− mice. Total RNA was isolated and transcript levels for the indicated STAT factors (C), and SOCS factors (D) were quantified using quantitative PCR. Values plotted are means ± SEM from three independent experiments. (E) The table shows the average peaks of RNA polymerase II isoforms, which are actively transcribed. (F) Naïve CD4 T cells isolated from *Parp14+/+* mice and *Parp14−/−* were cultured under Th2 conditions, with or without PJ34 as indicated, for 7 days and restimulated with IL-4 for 2 hours. Total extracts were immunoblotted for RNA polymerase II phospho-Ser2 and total RNA polymerase II as control.

We further evaluated the expression of *Socs1*, *Socs2* and *Socs3*, known regulators of the STAT transcription factors [37], [38]. *Socs1* and *Socs3* were negatively regulated by PARP-14, and the converse was true for *Socs2* indicating a positive role of PARP-14 for its expression (Figure 3A–B). To confirm this data we measured transcript levels of *Socs1* and *Socs3* in differentiated Th2 cells by quantitative gene expression analysis. 

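*Socs1* (chromosome 16, 10783901 to 10785629) had a peak height of 53 in *Parp14*+/+ and 63 in *Parp14*−/−, a ratio of 0.841 (0.573 to 1.23), which did not pass the thresholds for Pool 2. *Socs3* (chromosome 11, 117827393 to 117830476) had a height of 27 in *Parp14*+/+ and 36 in *Parp14*−/−, a ratio of 0.75 (0.438 to 1.27), and was called negatively regulated. *Socs2* (chromosome 10, 94874676 to 94879455) had a height of 15 in *Parp14*+/+ and 12.5 in *Parp14*−/−, a ratio of 1.2 (0.682 to 2.13), and was called positively regulated. The *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 0.839 for *Socs1*, 0.683 for *Socs3* and 1.00 for *Socs2*. The intervals of the 3 genes included 1, so the differences were not detectable beyond counting error at this depth.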

In agreement with the ChIP-Seq data, we observed that *Socs1* and *Socs3* expression was significantly increased in the absence of PARP-14 (Figure 3D).

As a control for the specificity of these observations, we also analyzed the expression of genes in RNA polymerase II family. 

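Among the genes of RNA polymerase II subunits, *Polr2a* had a peak height of 16 in *Parp14*+/+ and 18 in *Parp14*−/−, a ratio of 0.889 (0.590 to 1.34). *Polr2b* had heights of 7.5 and 9.5, a ratio of 0.789 (0.373 to 1.64), and the highest summit of its interval in *Parp14*+/+ lay in the neighbouring gene *Igfbp7*. *Polr2c* had heights of 10 and 7, a ratio of 1.43 (0.491 to 4.42), and passed the thresholds for Pool 2. *Polr2d* had heights of 10 and 8, a ratio of 1.25 (0.444 to 3.64). The interval of each ratio included 1.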

Four family members showed modest changes in Pol II binding to the loci (Fig. 3E). The lack of a significant change in expression was confirmed by immunoblot analysis on protein extracts from *in* *vitro* differentiated wild type and *Parp14*−/− Th2 cells. We observed no defect in RNA Pol II expression or phosphorylation (Figure 3F). Similarly, PJ34 treatment had no effect on RNA pol II expression or phosphorylation (Figure 3F). These data indicate that PARP-14 regulates the expression of STAT transcription factors and STAT regulators including *Socs* genes.

### Analysis of Genes that are Regulated by STAT6 and PARP-14

PARP-14 had been initially identified as a cofactor that enhances STAT6 dependent transcription. Thus, to investigate on a genomic scale the identity of genes that are dependent on both STAT6 and PARP-14, we compared our PARP-14 data with the STAT6 data generated by Wei et al [6]. The culturing conditions were identical in both of these studies, which made this a valid comparison. The genes from the microarray data that were dependent on STAT6 were filtered using the same criteria as that used for identifying genes dependent on PARP-14. The genes on these lists were divided based on whether they were positively or negatively regulated by STAT6 and PARP-14 (Figure 4A and B respectively) and were compared. The positively regulated genes by both these factors were also compared to the genes identified by Wei et al as showing STAT6 binding by ChIP-Seq. There were 9,633 genes that showed positive regulation by STAT6, 2,314 genes were dependent on PARP-14 and 2,224 genes showed STAT6 binding. Our comparison yielded 272 genes that were positively regulated by both STAT6 and PARP-14 and also demonstrated STAT6 binding (Figure 4A, Table S8 Tab 1). 

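All 272 genes of this list were in Pool 1 of the peak heights. Of these, 205 (75.4%, 95% Wilson interval 69.9% to 80.1%) had a higher peak in *Parp14*+/+ than in *Parp14*−/−, a larger share than among all Pool 1 genes. The Pool 2 thresholds called 101 of them positively regulated and 15 negatively regulated, and left 156 uncalled. The median *Parp14*+/+ to *Parp14*−/− ratio was 1.19. Between the PJ34-treated libraries, 213 genes (78.3%, 73.0% to 82.8%) were higher in *Parp14*+/+ + PJ34 than in *Parp14*−/− + PJ34, against 63.9% of all Pool 1 genes. The list was selected by the study on the *Parp14*+/+ and *Parp14*−/− libraries, so only the PJ34-treated pair is separate from that selection. The number called was moved most by the minimum of 50 summed peak height, which left 18.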

Among the genes on this list were *Gata3*, *Il4* and *Il21*. 

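*Gata3* (chromosome 2, 9778705 to 9799403) had a peak height of 60 in *Parp14*+/+ and 45 in *Parp14*−/−, a ratio of 1.33 (0.891 to 2.01), and was called positively regulated in Pool 4. Its *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 1.35 (0.894 to 2.05), and its heights with and without PJ34 differed by little, with a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 1.03 (0.709 to 1.51). *Il21* (chromosome 3, 37121681 to 37131540) had a height of 28 in *Parp14*+/+ and 15 in *Parp14*−/−, a ratio of 1.87 (0.964 to 3.76), and the *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio of 2.18 (1.03 to 4.93) excluded 1.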

As indicated in Figure 4A and Table S9, we found 753 genes that were independent of STAT6 binding but were positively regulated by both STAT6 and PARP-14. 

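Of the 753 genes of the paper's list, 576 (76.5%, 95% Wilson interval 73.3% to 79.4%) had a higher peak in *Parp14*+/+ than in *Parp14*−/−, with a median ratio of 1.21. The thresholds called 286 positively regulated, 30 negatively regulated and 437 neither. With PJ34, 580 genes (77.0%, 73.9% to 79.9%) were higher in *Parp14*+/+ + PJ34, again a larger share than among all Pool 1 genes.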

1,374 genes showed positive regulation by STAT6 and binding of STAT6, but were not positively regulated by PARP-14. 

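The paper's list of genes with STAT6 binding that are positively regulated by PARP-14 and not by STAT6 has 63 entries. The legend of Table S9 describes this list, and it is held in Table S8 as supplied here. Of these, 52 (82.5%, 95% Wilson interval 71.4% to 89.96%) had a higher peak in *Parp14*+/+ than in *Parp14*−/−, with a median ratio of 1.20. From peak heights 24 were called positively regulated and 3 negatively regulated, and 36 were not called. Of the 63 genes, 49 (77.8%, 66.1% to 86.3%) were higher in *Parp14*+/+ + PJ34 than in *Parp14*−/− + PJ34, a larger share than among all Pool 1 genes. The share did not differ from that of the list of genes that depend on both factors and bind STAT6 by more than the intervals.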

Only 63 genes showed STAT6 binding and were positively regulated by PARP-14 but not STAT6. 

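The paper's list of genes negatively regulated by both STAT6 and PARP-14 (Table S9 by its legend, held in Table S8 as supplied here) was compared with the peak heights. Of its 109 genes, 96 (88.1%, 95% Wilson interval 80.7% to 92.9%) had a lower peak in *Parp14*+/+ than in *Parp14*−/−, with a median ratio of 0.688. The thresholds called 79 negatively regulated and 2 positively regulated, and left 28 uncalled. Between *Parp14*+/+ + PJ34 and *Parp14*−/− + PJ34, 71 genes (65.1%, 55.8% to 73.4%) were lower in *Parp14*+/+ + PJ34 than in *Parp14*−/− + PJ34, a larger share than among all Pool 1 genes, and the median ratio was 0.909.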

When we compared gene lists that were negatively regulated by both factors, we found 109 common genes. Some of the genes on this list included *Stat1* and *Irf1*, genes involved in Th1 function (Figure 4B, Table S9). Although there is the limitation of this analysis that STAT6-dependent and PARP-14-dependent genes were identified through separate techniques, these results suggest that even though PARP-14 was identified as a STAT6 co-factor, each factor might have some separable functions. Thus, PARP-14 may function with additional transcription factors to regulate gene expression in Th2 cells.

**Figure 4:**
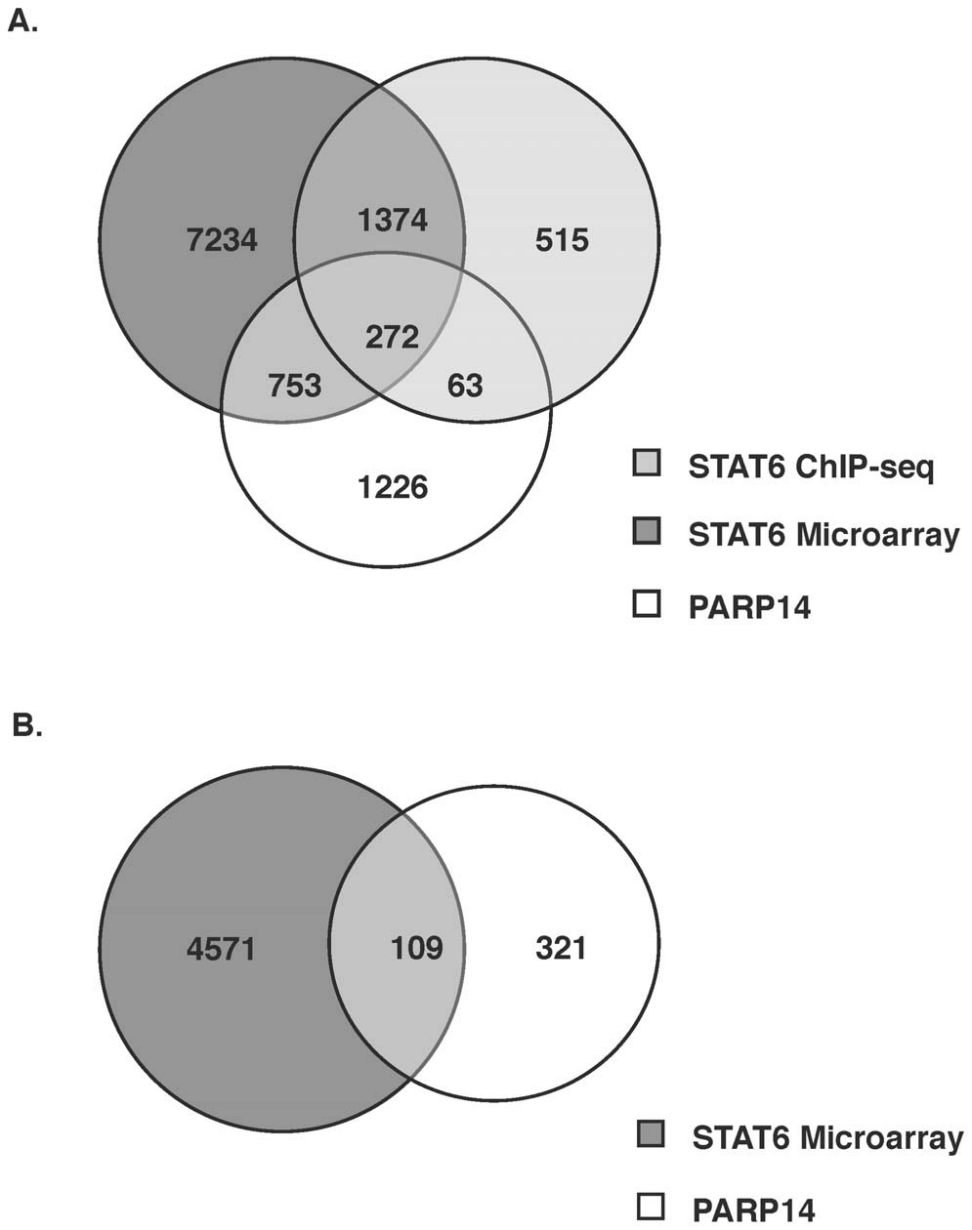
Comparison of genes that are regulated by STAT6 and PARP-14. (A) Genes identified by Wei et al that are positively regulated by STAT6 and bind STAT6 were compared to genes that are positively regulated by PARP-14 identified in Pool 2 of this study. (B) Genes identified by Wei et al that are negatively regulated by STAT6 were compared to genes that are negatively regulated by PARP-14.

### Identification of DNA Binding Motifs for PARP-14

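A list of 13 genes of Th2 cells (*Gata3*, *Il4*, *Il5*, *Il13*, *Il10*, *Il24*, *Il3*, *Maf*, *Ccr4*, *Ccr8*, *Il1rl1*, *Gfi1* and *Il4ra*) had a median *Parp14*+/+ to *Parp14*−/− ratio of 1.17 (95% interval of the median 1.00 to 2.10), at percentile 95.6 of random lists, and 10 genes were above 1 and 2 below. The median *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 1.25 (1.13 to 2.17), at percentile 98.4, which is outside the middle 95% of random lists, with 11 genes above 1 and 2 below. A list of 7 Th1 genes had a median *Parp14*+/+ to *Parp14*−/− ratio of 1.08, at percentile 67.6, and a median *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio of 1.09, at percentile 47.2. With each library scaled to a median ratio of 1 to *Parp14*+/+, the *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 median was 1.09 for the Th2 list and 0.947 for the Th1 list.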

The RNA pol II ChIP-seq dataset suggested that Th2 cytokines and *Gata3* are genes that require PARP-14 for normal expression. This was confirmed using qPCR (Figure 5A) and is consistent with our recent observations. PARP-14 functions as a transcriptional switch to regulate STAT6 dependent transcription, binding DNA in the absence of IL-4 to act as a transcriptional repressor [25]. The nature of the DNA element that PARP-14 binds to is not known. To determine the identity of a PARP-14-binding DNA element we performed de novo motif analysis using HOMER. The DNA sequence corresponding to −1000 bp to 100 bp relative to the transcription start site for each gene in Pool 2 was analyzed using HOMER, with genes not dependent on PARP-14 as background. The de novo analysis identified 28 potential motifs that were enriched in genes in Pool 2 (data not shown). Among these were a GATA3 motif enriched 4-fold over background (5.7% of genes) and IRF motifs enriched 3-fold over background (15.8% of genes). Motifs that did not correspond to known binding sites and showed an enrichment of 3.5 or greater in the target genes as compared to background genes were deemed to be the putative DNA binding motifs for PARP-14. These analyses resulted in six putative motifs. Four motifs had repeat sequences and were considered to be false positives.

**Figure 5:**
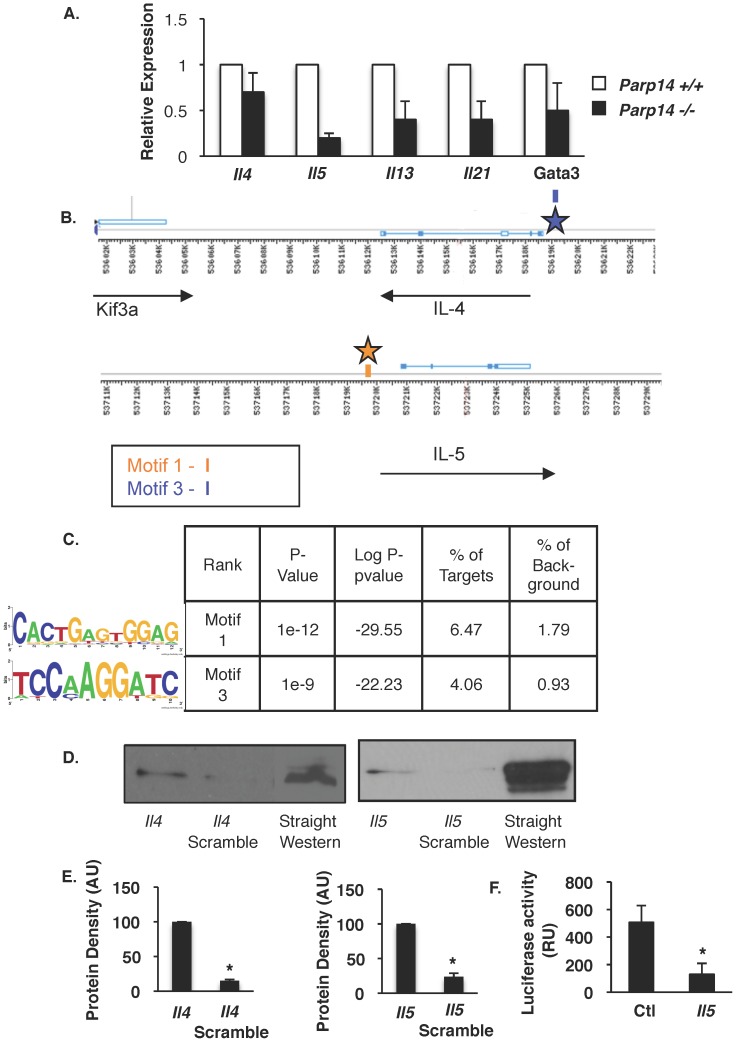
Putative DNA binding sites for PARP-14 identified by HOMER analysis, and PARP-14 binds to motif 3 and 1 found in the promoter region of *Il4* and *Il5* respectively. Naïve CD4 T cells were isolated from spleens of *Parp14*+/+ and *Parp14*−/− mice and cultured under Th2 conditions for 7d and were then restimulated for 2 hours with IL-4. (A) Total RNA was isolated and transcript levels for the indicated cytokines and transcription factor were quantified. Mean values ± SEM from three independent experiments are plotted. (B) Localization of putative PARP-14 binding sites on the *Il4* and *Il5* loci. This illustration depicts locations of putative PARP-14 binding sites determined by whole-gene HOMER analysis. Orange Bars represent occurrences of Motif 1. Blue bars represent occurrences of Motif 3. Stars indicate the regions used for DAPA experiments with PARP-14. (C) HOMER analysis used genes positively regulated by PARP-14 and searched for conserved binding motifs compared to a background list of genes that showed no regulation by PARP-14. Analysis was performed using 1000 bp upstream of gene transcription start site (TSS) and 100 bp downstream of TSS (1100 bp total/gene). Table shows P-value as likelihood of motif randomly occurring, Log P-value indicates enrichment, % of targets indicates the percentage of target genes in which the specified motif was found and % of background represents the percentage of background genes with the specific motif. (D) DNA Affinity Pull-down Assays (DAPA) were performed using lysates obtained from 293T cells transfected with a plasmid containing PARP-14 cDNA. The lysates were incubated with the indicated double stranded 50 bp oligonucleotides. Proteins bound to oligonucleotide were isolated and analyzed by Western blot using an antibody specific for PARP-14. (E) ImageJ was used to quantify signals from three independent experiments. (F) Reporter assay in Jurkat T cells transfected with control or *Il5* promoter vectors and a PARP-14 expression vector. Average normalized luciferase values of triplicates are representative of two experiments.

We next searched for the presence of the remaining two motifs in the genes that we had validated as positively regulated by PARP-14. Thus, the *Il4*, *Il5*, *Il13*, *Il21*, *Gata3* and *Stat6* loci (±10 kb of the gene) were scanned for the presence of these motifs allowing for a mismatch in the 10-base long motif less than or equal to 1, and in the 12-base long motif less than or equal to 2. 

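The mouse genome (mm9) was scanned for Motif 1 with at most 2 mismatches and Motif 3 with at most 1, on both strands. Within 10 kb of the gene, Motif 1 had 3 matches at *Il4*, 3 at *Il5*, 2 at *Il13*, 0 at *Il21*, 1 at *Gata3* and 6 at *Stat6*. Motif 3 had 1 match at *Il4*, 0 at *Il5*, 0 at *Il13*, 1 at *Il21*, 4 at *Gata3* and 2 at *Stat6*. At these settings the genome holds 96.1 matches to Motif 1 and 76.6 to Motif 3 per Mb. Of the 8551 Pool 1 genes, 96.4% had a Motif 1 match and 90.9% a Motif 3 match within 10 kb. The median number in windows of similar length was 3 for Motif 1 and 2 for Motif 3 at *Il4* and *Il5*. A match within 10 kb therefore does not set these genes apart from other transcribed genes. Of the loci scanned, only *Il4* held a site identical to a motif, Motif 1 at 53416889 to 53416900 of chromosome 11, in the 3′ UTR of *Kif3a*.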

Motif 1 - CACTGAGTGGAG and Motif 3– TCCAAGGATC were found in the promoters of *Il5* and *Il4*, respectively (Figure 5B and C).

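The 50-base *Il4* oligonucleotide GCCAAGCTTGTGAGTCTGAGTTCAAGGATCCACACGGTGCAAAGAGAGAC occurs once in mm9, at 53432925 to 53432974 of chromosome 11 on the minus strand. Its site TTCAAGGATC lies 783 bp upstream of the *Il4* transcription start, in intergenic sequence, and differs from Motif 3 by C2T (positions counted from the 5′ end of the motif). The *Il5* oligonucleotide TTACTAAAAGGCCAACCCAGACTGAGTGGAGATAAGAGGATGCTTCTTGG occurs once, at 53533423 to 53533472 on the minus strand. Its site GACTGAGTGGAG lies 848 bp upstream of the *Il5* transcription start, also in intergenic sequence, and differs from Motif 1 by C1G. From 1000 bp upstream to 100 bp downstream of the transcription start, a Motif 1 match with at most 2 mismatches occurred in 192 of 1540 promoters of genes called positively regulated (12.5%, 95% Wilson interval 10.9% to 14.2%) and in 639 of 5728 promoters of Pool 1 genes outside Pool 2 (11.2%, 10.4% to 12.0%). A Motif 3 match with at most 1 mismatch occurred in 106 of 1540 (6.88%, 5.72% to 8.26%) and in 368 of 5728 (6.42%, 5.82% to 7.09%). Among the genes that the study lists in Pool 4 as positively regulated, the shares were 12.4% (10.8% to 14.3%) for Motif 1 and 7.88% (6.58% to 9.42%) for Motif 3. Of the Pool 1 genes outside Pool 2, 893 are in the study's Pool 4, and without these, a choice made after the data had been seen, the background shares were 11.2% (10.3% to 12.1%) for Motif 1 and 6.12% (5.48% to 6.83%) for Motif 3. Against this background the 95% interval of the difference included 0 for both motifs among genes called positively regulated and for Motif 1 among the study's genes. For Motif 3 among the study's genes the difference was 1.76 percentage points (0.272 to 3.43), the only one of these 4 with an interval above 0. Among the alternatives, exact matches moved the shares of called and background genes most, to 0.0649% and 0.0349% for Motif 1 and 0.390% and 0.367% for Motif 3. The weight matrices of HOMER were not used here.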

In order to validate motifs 1 and 3 as legitimate binding sites for PARP-14, we performed DNA Affinity Pull-down Assays (DAPA). Oligonucleotides corresponding to the motifs found in the promoter regions of *Il4* and *Il5* were synthesized, along with scrambled controls (Figure 3B), to perform DAPA with extracts from PARP-14 transfected cells. PARP-14 showed specific binding to DNA elements corresponding to regions within the *Il4* and *Il5* promoter, containing motif 3 and 1 respectively (Figure 5D and E). In contrast, reduced PARP-14 binding to these elements was observed when motif 3 and 1 were scrambled (Figure 5D and E). To demonstrate a functional role for PAPR-14 in regulating these genes, we performed a reporter assay where a PARP-14 expressing plasmid was co-transfected with luciferase vectors containing the *Il5* or an irrelevant promoter. Consistent with the demonstrated role for PARP-14 in repressing basal (uninduced) gene expression [25], we observed PARP-14 repressed reporter expression from the *Il5* promoter (Figure 5F). Thus, we have identified putative PARP-14 binding elements in genes that are regulated by PARP-14.

## Discussion

In this study we have identified on a genomic scale, the genes in Th2 cells that are regulated by PARP-14, a cofactor that functions with STAT6. Our approach used ChIP-Seq analysis with an antibody directed against the active form of RNA polymerase II to identify genes that were actively being transcribed. This approach captures active transcription of a gene precisely and is not affected by the half-life of transcripts that impacts microarray analysis. Using this approach we were able to identify 2,744 genes whose expression in Th2 cells was dependent on the expression of PARP-14. A majority of the genes were positively regulated by PARP-14. However for 430 genes the expression was higher in samples lacking PARP-14 expression. 

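Pool 1 held 82 microRNA genes. Their median *Parp14*+/+ to *Parp14*−/− ratio was 1.15 (95% interval of the median 1.1 to 1.2), at percentile 99.93 of random lists, with 56 genes above 1 and 19 below. From peak heights 20 were called positively regulated and 7 negatively regulated. MicroRNA genes are short, with a median length of 88 bp here, and take the value of the active region they lie in. The 82 genes had 60 different sets of values, and with each set counted once the percentile was 99.6. In the PJ34-treated pair the median ratio was 1.17 (1.08 to 1.26), at percentile 93.7, and with each set counted once it was 1.15, at percentile 73.0. None of the 20 had a summed peak height of at least 50.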

We did observe that a number of microRNAs were positively regulated by PARP-14, and speculate that PARP-14 may negatively regulate expression of some of the 430 genes through a mechanism involving microRNAs. Further analysis and experimentation will be required to confirm this speculation. From our analysis we were also able to discern the genes whose expression was dependent on the ART activity of PARP-14 and that were independent of ART activity. 

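*Il4ra* (chromosome 7, 132695796 to 132722988) had a peak height of 132 in *Parp14*+/+, 160 in *Parp14*−/− and 110 in *Parp14*+/+ + PJ34. Its *Parp14*+/+ to *Parp14*−/− ratio was 0.825 (0.650 to 1.05) and its *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio 1.2 (0.925 to 1.56), and it was called negatively regulated in Pool 4. With scaled libraries the latter ratio was 1.252, outside the range of 0.83 to 1.2 for Pool 4. *Il7r* (chromosome 15, 9435914 to 9459613) had heights of 47, 62 and 42, a *Parp14*+/+ to *Parp14*−/− ratio of 0.758 (0.508 to 1.13) and a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 1.12 (0.722 to 1.74), and was called negatively regulated in Pool 4. In the PJ34-treated pair its ratio was 1.24 (0.767 to 2.00), on the other side of 1. *Il10* (chromosome 1, 132916424 to 132921547) had heights of 75, 66 and 61, a *Parp14*+/+ to *Parp14*−/− ratio of 1.14 (0.805 to 1.61) and a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 1.23 (0.865 to 1.75), and was not in Pool 2. The intervals of all these ratios included 1. The *Parp14*−/− to *Parp14*−/− + PJ34 ratio of *Il7r*, 1.82 (1.18 to 2.86), excluded 1. That ratio was 1.23 (0.970 to 1.56) for *Il4ra* and 1.32 (0.900 to 1.95) for *Il10*, and neither excluded 1.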

We found that 1,647 (Pool 4) genes were regulated by PARP-14 but not by ART activity, genes that included *Il4ra*, *Il7r* and *Il10*. Our data indicated that 1,097 genes required ART activity and 756 of these genes (Pool 5) required the ART activity of only PARP-14. This subset of genes included *Il2*, *Il21*, *Il12rb1* and *Il18rap*. 

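*Il2* (chromosome 3, 37019644 to 37024875) had a peak height of 18 in *Parp14*+/+, 6 in *Parp14*+/+ + PJ34, 15 in *Parp14*−/− and 11 in *Parp14*−/− + PJ34. Its *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 3 (1.14 to 9.23) excluded 1, and its *Parp14*+/+ to *Parp14*−/− ratio of 1.2 (0.571 to 2.56) and *Parp14*−/− to *Parp14*−/− + PJ34 ratio of 1.36 (0.585 to 3.28) did not. It was called positively regulated in Pool 6, and its summits lay in an intron of the neighbouring gene *Adad1*. *Il12rb1* (chromosome 8, 73332393 to 73345321) had heights of 16, 11, 10 and 11 in the same order, a *Parp14*+/+ to *Parp14*−/− ratio of 1.6 (0.683 to 3.94) and a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 1.45 (0.634 to 3.47), and was called positively regulated in Pool 5. *Il18rap* (chromosome 1, 40572208 to 40606150) had heights of 6.67, 10, 11.67 and 11.33, a *Parp14*+/+ to *Parp14*−/− ratio of 0.572 (0.313 to 1.02) and a *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio of 0.667 (0.359 to 1.21), and was called negatively regulated in Pool 5.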

We also inferred that 341 genes (Pool 6) were dependent on the ART activity of PARP-14 and/or other PARP enzymes (Figure 1A and Table S7), suggesting that multiple PARP enzymes may collaborate to regulate gene expression. All of the Th2 cytokine genes including, *Il4, Il5* and *Il13* belonged to this Pool indicating that these genes were predominantly regulated by the both PARP-14 and ART activity. This observation was consistent with Datta et al who have elegantly showed that IL-5 was regulated by PARP-1 and its activity [39]. Thus, with these analyses we have been able to segregate genes into categories that have a specific requirement for PARP-14 dependent or independent of PARP-14 ART activity, and those that have a more complex requirement for PARP-14 and ART activity which may include the ART activity of PARP-14 or other PARP family enzymes. These data also suggest that in addition to PARP-14 there may be other PARP enzymes that regulate gene expression in Th2 cells. 

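Between *Parp14*−/− and *Parp14*−/− + PJ34, the ratio of peak heights was 1.61 (1.05 to 2.51) for *Il4*, with a height of 18 in *Parp14*−/− + PJ34. It was 1.70 (0.735 to 4.15) for *Il13*, with a height of 10 in *Parp14*−/− + PJ34, and 0.667 (0.138 to 2.81) for *Il5*, with a height of 6 and no SICER interval in *Parp14*−/− + PJ34. By the ranges of the study, *Il4* fell in Pool 6, and *Il13* and *Il5* fell in Pool 4, because their *Parp14*+/+ to *Parp14*+/+ + PJ34 ratios lay within 0.83 to 1.2. For *Il13* and *Il5* the 95% intervals of those ratios reach beyond this range on both sides, so the peak heights do not settle their pool. In the PJ34-treated pair the *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio was 2.17 (1.44 to 3.31) for *Il4*, 3.30 (1.59 to 7.51) for *Il13* and 3.50 (1.37 to 10.6) for *Il5*. The active region shared along *Il13* and *Rad50* enters the values of *Il4* and *Il13*.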

Our previous work has demonstrated that for the *Fcer2a* and *Ie* genes, the ART activity of PARP-14 plays an important role in its function of enhancing STAT6 dependent transcription [25]. Here we find that for some of the Th2 genes the ART activity of PARP-14 may not be required. This indicates that PARP-14 may also regulate transcription using additional mechanisms independent of ART activity and unique from what we have described earlier.

The DAVID analysis we performed indicated that PARP-14 regulates genes that participate in a number of cellular pathways, including the ribosomal machinery, T cell receptor signaling, ubiquitin mediated proteolysis, cell cycle and MAPK signaling pathway. 

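Among the genes drawn in Figure 2, 12 of 15 ribosomal protein genes had a *Parp14*+/+ to *Parp14*−/− ratio above 1 and 2 below, 2 of the 3 T cell receptor signaling genes were above 1 and 1 below, and 1 of the 3 MAPK signaling genes was above 1 and 2 were below. The interval of the ratio excluded 1 for 2 of these ribosomal protein genes and for 0 of the T cell receptor and MAPK signaling genes. In the group that compares Th1 and Th2 genes, 6 of 15 were above 1 and 9 below, and the 4 genes grouped as cytokines were above 1.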

We found that most of the genes within these pathways were positively regulated by PARP-14 as the gene expression was higher in *Parp14*+/+ as compared to *Parp14*−/−. These data indicate that PARP-14 may be involved in general cellular pathways not unique to Th2 cells. It is unclear whether the genes within these pathways are directly transcriptionally regulated by PARP-14, or through an alternate mechanism. It will be important to determine if these pathways are similarly regulated in other T helper cell subtypes or whether PARP-14 regulates these pathways only in Th2 cells. 

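From peak heights, 45 of the 79 cytosolic ribosomal protein genes were in Pool 2, 38 of them positively and 7 negatively regulated. Pool 3 held 27 and Pool 4 held 18, and 18 were in Pool 5. With mitochondrial ribosomal protein genes added, Pool 5 held 21, and with the libraries scaled to a median ratio of 1 it held 14 of the 79. The median *Parp14*−/− to *Parp14*−/− + PJ34 ratio of the 79 genes was 1.00 (95% interval of the median 0.958 to 1.04), at percentile 2.08 of random lists.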

From the DAVID analysis we identified that the gene expression of almost 59 ribosomal genes was dependent on the ART activity of only PARP-14. None of these ribosomal genes were regulated by STAT6 indicating that PARP-14 may function independent of STAT6 in Th2 cells. This is a very interesting finding, and it will be important to experimentally determine if PARP-14 and its enzyme activity regulate protein synthesis and again if this is specific to Th2 cells, although such studies are beyond the scope of the present study.

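The study's list of genes positively regulated by PARP-14 and independent of STAT6, held here with 1225 entries, has 53 ribosomal protein genes, 26 of them in its Pool 5, 25 in Pool 4 and 2 in Pool 6. By peak height, 44 of the 53 were higher in *Parp14*+/+ than in *Parp14*−/−, 7 lower and 2 equal, with a median ratio of 1.25. A further 6 ribosomal protein genes are in other STAT6 lists of the study. *Rpl13a*, *Rpl22l1*, *Rplp1* and *Rps24* are in its list of genes with STAT6 binding that are positively regulated by PARP-14 and not by STAT6. *Rps18* and *Rps20* are in its list of genes positively regulated by STAT6 and PARP-14 without STAT6 binding, and Table S6 lists both in the study's Pool 5. The peak heights of these 6 genes in *Parp14*+/+ and *Parp14*−/− were 31 and 25 for *Rpl13a*, 17 and 14 for *Rpl22l1*, 26 and 21 for *Rplp1*, 24 and 21 for *Rps24*, 42 and 34 for *Rps18* and 30 and 35 for *Rps20*. The list of genes that are positively regulated by both factors and bind STAT6 holds 0 ribosomal protein genes, as does the list of genes negatively regulated by both. The lists of genes positively regulated by STAT6 without STAT6 binding or PARP-14, and of genes negatively regulated by STAT6 and not by PARP-14, were not used here.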

Consistent with the role of PARP-14 in STAT6 dependent transcription we found a number of genes under the control of the JAK-STAT pathway to be dependent on PARP-14. These included some of the SOCS genes and we verified experimentally the dependence of PARP-14 on the expression of these genes (Figure 3C). We found that both SOCS1 and 3 were negatively regulated by PARP-14. SOCS1 is known to block Th2 differentiation by inhibiting the IL-4/STAT6 pathway [40]. Thus, we speculate that PARP-14 may aid Th2 differentiation by inhibiting the expression of SOCS1, such that SOCS1 is unable to inhibit the IL-4/STAT6 axis. Consistent with the positive role of STAT6 in the expression of Th2 cytokines we found that PARP-14 regulated the expression of Th2 cytokines as indicated above. It is also well established that in Th2 cells the expression of the Th1 specific transcription factors are inhibited [41]. The expression of IRF-1 is enriched in Th1 cells and plays an important role in Th1 but not Th2 differentiation [33], [35]. 

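The *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio of *Irf1* was 0.924 (0.707 to 1.21), with a peak height of 119 in *Parp14*−/− + PJ34, and was nearer to 1 than in the untreated pair. The *Parp14*−/− to *Parp14*−/− + PJ34 ratio was 1.21 (0.943 to 1.56). In the pair without PJ34 the interval of the ratio excluded 1, and in the pair with PJ34 it did not. The difference between the 2 pairs was not tested.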

We observed that in *Parp14*−/− Th2 samples, the expression of *Irf1* was higher suggesting that PARP-14 may promote Th2 differentiation by inhibiting the expression of transcription factors that promote the opposing Th1 differentiation. We compared the list of PARP-14-dependent genes with genes that are enriched in Th2 cells from two separate microarray experiments [42], [43] and found that 2–4% of the PARP-14 regulated genes could be considered as enriched in Th2 cells. From our ChIP-Seq analysis we also observed that PARP-14 and its enzyme activity regulated the expression of *Il21*, and this was verified experimentally in Th2 cells (Figure 5A). 

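For *Il21* the peak height was 24 in *Parp14*+/+ + PJ34 and 11 in *Parp14*−/− + PJ34. The *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio was 1.17 (0.652 to 2.10) and the *Parp14*−/− to *Parp14*−/− + PJ34 ratio was 1.36 (0.585 to 3.28). From peak heights *Il21* was called positively regulated in Pool 4, and an effect of PJ34 was not detectable at this depth.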

IL-21 is produced by most T helper subsets and plays an important role in immunoglobulin secretion [44]. More recently it has been determined that IL-21 promotes Th17 and T follicular helper (Tfh) cell development and function [44], [45], [46]. Thus, we speculate that besides playing a role in Th2 differentiation PARP-14 may also play a role in other T helper cell subsets including Th17 and Tfh. PARP-14 promotes Th9 differentiation, indicating that PARP-14 is not restricted to the Th2 subset [26].

Our analysis has identified two putative PARP-14 binding sites Motif 1– CACTGAGTGGAG and Motif 3– TCCAAGGATC (Figure 5). Both of these motifs were also found in the *Fcer2a*, *Gata3* and *Ie* genes –genes directly regulated by PARP-14 in a STAT6-depedent manner [24], [25], [47]. Furthermore, we have determined here that these two motifs are also found on the *Il4, Il5* and *Il13* loci. 

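The deposited table gives *Fcer2a* on chromosome 8 from 3681737 to 3694174. Within 10 kb of it there were 5 Motif 1 and 2 Motif 3 matches, and the Motif 3 match nearest to the transcription start was TCCAAGGAGC (T9G), 3028 bp upstream. A Motif 1 match, CACTGCTTGGAG (A6C and G7T), lies in a coding exon of *Fcer2a* at 3683636 to 3683647. At *Gata3* the single Motif 1 match, CTGTGAGTGGAG (A2T and C3G), lies in an intron at 9795521 to 9795532 of chromosome 2, 3876 bp downstream of the transcription start, and of the 4 Motif 3 matches 2 lie in introns. No match lay in the promoter window of *Fcer2a* or *Gata3*. Positions of substitutions are counted from the 5′ end of the motif. Of all Pool 1 genes, 87.8% had matches to both motifs within 10 kb. The RNA Polymerase II peak heights at *Fcer2a* were 7 in *Parp14*+/+ and 6 in *Parp14*−/−. *Ie* was not analysed here.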

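In the *Il13* window both Motif 1 matches, CACTGCGTGCAG at 53435392 to 53435403 (A6C and G10C) and CTCTGGGTGGAG at 53435825 to 53435836 (A2T and A6G) of chromosome 11, lie between *Il4* and *Il13* and are also 2 of the 3 matches of the *Il4* window. They are 3231 and 3664 bp upstream of the *Il4* transcription start. Motif 3 had no match within 10 kb of *Il13* or of *Il5* with at most 1 mismatch. The 2 further Motif 1 matches at *Il5*, CACTGAGTTCAG (G9T and G10C) and CACTGAGTATAG (G9A and G10T), lie 5839 and 14121 bp downstream of its transcription start. Positions of substitutions are counted from the 5′ end of the motif.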

We have experimentally validated by DAPA that PARP-14 binds to the region of *Il4* and *Il5* that contains these motifs (Figure 5). Previously a number of DNase I hypersensitivity (HS) sites have been identified within the Th2 cytokine locus and have been shown to play a critical role in Th2 cytokine expression (reviewed in [41]). Indeed, we found Motif 1 to be located approximately 1.2 kb, and Motif 3 to be located approximately 350 base pairs away from the DNase I HS I in the IL-4 promoter region. We also found the CACTGAGTGGAG motif near HSS 1 and 2 in the IL-4/IL-13 intergenic region which when deleted, reduces IL-4 and IL-13 levels [48]. This motif was also found near the HS V_A_ site of the IL-4 gene that is also known as the IL-4 3′ enhancer [49]. It is known that STAT6 binds to both the HS I and V_A_ regions of the IL-4 promoter [49]. Taken together, these data suggest that PARP-14 may be regulating the IL-4 locus directly through a STAT6-dependent mechanism. However, HOMER analysis of all PARP-14-dependent genes did not identify STAT consensus sites, suggesting that PARP14 is preferentially associated with STAT targets that lack a consensus STAT site, that STAT sites are largely at a greater distance from the promoter in most target genes, or that STATs represent only one of the many functional partners of PARP-14. The enrichment of binding sites for GATA and IRF factors, both of which contribute to Th2 development, are consistent with the latter explanation.

## Conclusions

We have identified on a genomic scale the genes in Th2 cells that are regulated by PARP-14 and ART activity. Our data indicate that the gene expression dependent on PARP-14 can be either modulated by, or independent of ART activity. Importantly, our data demonstrate that PARP-14 functions with STAT6 to regulate gene expression of many hallmark genes in Th2 cells. We have also identified putative DNA binding sites for PARP-14 and find these sites in the genes that are regulated by PARP-14. Together, these data provide important new insight into the biological functions of PARP-14.

## Supporting Information

Table S1 **List of genes that are actively transcribed as determined by RNA Polymerase II ChIP-Seq in Th2 cells.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S2 **Pool 1– Filtered list of genes that are significantly transcribed as determined by RNA Polymerase II ChIP-Seq in Th2 cells.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S3 **Pool 2 - List of genes that show a dependence on PARP-14 for their transcription.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S4 **Pool 3 - List of genes that show a dependence on PARP catalytic activity for their transcription.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S5 **Pool 4 - List of genes that are independent on PARP enzymatic activity.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S6 **Pool 5 - List of genes that are dependent on only PARP-14 enzymatic activity.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S7 **Pool 6 - List of genes that are dependent on enzymatic activity of PARP-14 and other PARPs.** Related to Figure 1.
(XLS) Click here for additional data file.

Table S8 **Tab 1** **.** List of genes positively regulated by PARP enzymatic activity of other PARPs but are negatively regulated by PARP-14. Table S8 Tab 2. List of genes positively regulated by PARP-14 enzymatic activity. Table S8 Tab 3. List of genes positively regulated by PARP-14 but independent of its enzymatic activity. Table S8 Tab 4. List of genes negatively regulated by PARP-14 but not by its enzymatic activity. Table S8 Tab 5. List of genes negatively regulated by PARP-14 enzymatic activity. Table S8 Tab 6. List of genes negatively regulated by PARP activity of other PARPs but positively regulated by PARP-14. Related to Figure 1.
(XLS) Click here for additional data file.

Table S9 **Tab 1** **.** List of genes positively regulated by STAT6 and PARP-14 and that bind STAT6. Table S9 Tab 2. List of genes positively regulated by PARP-14 and independent of STAT6. Table S9 Tab 3. List of genes that bind STAT6 but are not positively regulated by STAT6 and PARP-14. Table S9 Tab 4. List of genes positively regulated by STAT6, and that do not bind STAT6, and are not positively regulated by PARP-14. Table S9 Tab 5. List of genes positively regulated by PARP-14, and bind STAT6 but are not positively regulated by STAT6. Table S9 Tab 6. List of genes positively regulated by STAT6 and PARP-14 but do not bind STAT6. Table S9 Tab 7. List of genes positively regulated by STAT6 and bind STAT6 but are not positively regulated by PARP-14. Table S9 Tab 8. List of genes negatively regulated by STAT6 and PARP-14. Table S9 Tab 9. List of genes negatively regulated by PARP-14 but not by STAT6. Table S9 Tab 10. List of genes negatively regulated by STAT6 but not by PARP-14. Related to Figure 5.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

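RNA Polymerase II ChIP-Seq of in vitro differentiated Th2 cells was analysed in 4 conditions, *Parp14*+/+, *Parp14*+/+ + PJ34, *Parp14*−/− and *Parp14*−/− + PJ34, with 1 library per condition. Conditions were taken from the sample labels and the paper, which differ in the dose of PJ34, 5 µM in the paper and 10 µM in the labels. The paper's dose was used. The gene table also holds 8 columns of per-sample values that belong to libraries not analysed here, and these were not used.

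The authors mapped the reads to mm9 with ELAND, removed duplicates, reduced each library to the same number of alignments, extended the alignments to fragments and called enriched intervals with SICER against the Input library, with a window of 150 bp, a fragment of 150 bp and a gap of 450 bp. They deposited the intervals of each library with the signal at the highest point of each interval, which is a height of overlapping fragments. They also deposited a gene table with the signal of each gene and library as an average peak height, the mean over the active regions of the gene, where active regions are overlapping intervals merged over the 8 libraries of the table. This signal is not the average value over the gene that Tables S1 to S7 give, which had been assumed when the tests were chosen. The value limits of the study, 0.5 and 2, are therefore on another scale. The limit of 0.5 was applied as it stands. The limit of 2 was put at a peak height of 11, the median of 489 peak heights of Pool 4 genes whose value in the paper's Table S5 lies between 1.8 and 2.2. This was fixed after counts at other heights had been seen. No Input value per gene was used, so the comparison with Input was left out.

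Gene names in the deposited table did not always fit the coordinates of their line. Of 3637 lines with no SICER interval in either *Parp14*+/+ library, 2953 carry a transcript accession, and the gene name differed from the gene of that accession in 2637 (89.3%). Of 7971 lines with such an interval it differed in 12 of 6895 (0.174%). Genes were therefore named by their coordinates in the paper's tables, then by the transcript accession in RefSeq annotation (GRCm38.p6, used for names alone), then by the label where an interval lay in a *Parp14*+/+ library. This naming left 557 of 11608 genes unnamed, 90 of them among the 8551 genes of Pool 1, and it was chosen after values had been seen. The mouse genome and gene annotation used for coordinates, motifs and exons were NCBIM37, the assembly of mm9.

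Ratios were taken between the peak heights of a pair of libraries, with no pseudocount, and the study's thresholds were applied: above 1.4 or below 0.7, or from 1.2 to 1.4 or from 0.7 to 0.83, ends included, where the peak height of either library passed the limit of 11, with a SICER interval in the higher library. With 1 library per condition there were no replicates. No test between conditions was run and no p-value is given. The 95% interval of a ratio is the exact binomial (Clopper-Pearson) interval of the peak heights summed over the active regions of the gene. It treats summed heights as counts, and it covers counting error and no difference between cultures. Shares carry 95% Wilson intervals, differences of motif shares carry Newcombe intervals made from these, and medians carry order-statistic intervals. Depth was equal by construction, and most genes are low: 708 of the 8551 Pool 1 genes had a summed peak height of at least 50 in the higher library of the untreated pair. Counting error was simulated with 100 pairs of libraries drawn with Poisson noise from the mean of the real pair.

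Lists of genes were compared with 10000 random lists of the same size, matched on mean peak height in 10 bins and, as an alternative, in 5 bins of gene length as well. The lists were ribosomal protein, mitochondrial ribosomal protein, oxidative phosphorylation, microRNA, small nucleolar RNA, histone, interferon-induced, Th1, Th2, B cell, myeloid, CD8 T cell, Y-linked, X inactivation, and heat shock and immediate early genes. A list of DNA replication genes was added after the result for histone genes had been seen. Motifs were searched on both strands, Motif 1 with at most 2 and Motif 3 with at most 1 mismatch, within 10 kb of the genes and in promoters from 1000 bp upstream to 100 bp downstream of the transcription start.

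The genes named were fixed by a rule: every gene that the paper names in its Results, its Discussion, Figure 2 or Figure 3, *Parp14*, and the 5 Pool 2 genes with the highest and the 5 with the lowest *Parp14*+/+ to *Parp14*−/− ratio among genes with at least 50 summed peak height that lie on the same side of 1 in the PJ34-treated pair. Of the genes the paper names, *Samd9l* and EG240921 were not analysed here, and the result of a further gene is not reported here. The sample mapping, the thresholds, the other lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives covered the thresholds, the SICER requirement and interval length, scaling of the libraries to a median ratio of 1, a pseudocount of 0.5, the minimum of 50 on the summed peak height, the background genes, the promoter window, exact motif matches, and the PJ34-treated pair in place of the untreated pair.

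The calls were tested on simulated data. All of 200 genes changed by known ratios were called in the right direction. This result was not split by the size of the ratio or by peak height. It therefore does not show how often low genes, or genes with ratios near the thresholds, would be called. Of unchanged genes, 19.4% of 371 with at least 50 summed peak height were called, and 44.4% of 7980 below it. The interval of the ratio covered the true ratio in at least 95.25% of 2000 draws. Of 100 unchanged lists of 35 genes, 4% fell outside the middle 95% of random lists, and 100% of 100 lists moved by a ratio of 0.7 did. All of 400 planted motif sites were called rightly. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.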

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

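The tests in this part were chosen after the results they bear on had been seen.

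Ribosomal protein genes differed between the untreated and the PJ34-treated pair. The *Parp14*+/+ to *Parp14*−/− ratio of each gene divided by its *Parp14*+/+ + PJ34 to *Parp14*−/− + PJ34 ratio had a median of 1.18 over the 79 genes, higher than in the 10000 random lists. The difference was not tested with replicates, since there is 1 library per condition. Short genes were argued against, since among random lists matched on gene length as well the median of the PJ34-treated pair was at percentile 1.665. A shift of all genes between the PJ34-treated libraries was argued against too, since with scaled libraries the median ratio of the list in that pair was 0.817. Longer SICER intervals in *Parp14*+/+ stay open. At their full length the intervals over these genes were longer in *Parp14*+/+ than in *Parp14*−/− for 59 genes and shorter for 17, and a higher signal extends an interval as well, so that cause and effect cannot be told apart. Over Pool 1 the intervals were longer in *Parp14*+/+ for 57.0% of genes, against 74.7% of this list. For the 20 genes of the list under intervals no longer in *Parp14*+/+ the median ratio was 1.09. For the 3681 such genes of Pool 1 it was 0.938, and this difference was not tested. In the PJ34-treated pair the intervals were longer in *Parp14*+/+ + PJ34 for 50 genes of the list, while its median peak ratio was 0.938. The length covered within the gene decides nothing, since the 68 genes with equal length were covered from end to end in both libraries. A difference of the *Parp14*+/+ library that is not due to PARP-14 stays open too: the list was also higher in *Parp14*+/+ than in *Parp14*+/+ + PJ34, with a median ratio of 1.13, and this is the outcome both for a difference of that single library and for a need for PARP-14 and its enzyme activity. Those 2 cannot be told apart, because each condition has 1 library.

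SICER intervals also lay far from genes, where the paper reports no result. Of the *Parp14*+/+ intervals, 484 were more than 5 kb from any annotated gene, and 188 of these overlapped an interval in each of the other 3 ChIP libraries. Calls at chance positions were argued against: when the intervals were placed at random among distant stretches of the same chromosome, a mean of 1.67 and at most 5 were shared over 100 placements. Of the other *Parp14*+/+ intervals of the same lengths, 32.2% were in all 4 libraries, against 38.8% of the distant ones. The distant interval with the highest peak in *Parp14*+/+ spans 52264351 to 52309050 of chromosome 17, with heights of 53 in *Parp14*+/+, 62 in *Parp14*+/+ + PJ34, 84 in *Parp14*−/− and 56 in *Parp14*−/− + PJ34. This interval was chosen after its values were seen. Genes missing from the annotation, and regions where the genome sequence attracts fragments in any library, were not tested, and the Input library was not used.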

How the results depend on the processing

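The alternatives that use covered length, a limit of 2 on the peak height, the gene labels as deposited, a motif background without the study's Pool 4 genes, or the minimum of 50 or other genes in the simulation were chosen after seeing the data. Over 181 results, 488 values were recomputed with 1 choice changed at a time. Of these, 430 stayed on their side and within their error or within 1.5 times the count, 54 moved and 4 reversed. Scaling gave 164 of the 488 values and adding 0.5 gave 154. The scaling factor for *Parp14*−/− was 1.0, so scaling could not change *Parp14*+/+ to *Parp14*−/− ratios or the counts made from them. The value of 0.5 is small beside most peak heights. The number that stayed is therefore partly fixed in advance and is no measure of robustness. The cause was not tested where none is given.

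With ratios of 1.4 and 0.7 required of every gene, Pool 2 held 1712 genes, 943 positively and 769 negatively regulated, Pool 4 held 726 and Pool 5 held 460. With a minimum of 50 on the summed peak height in the higher library, Pool 2 held 259 genes, 113 positively and 146 negatively regulated, Pool 3 held 112, Pool 4 held 147, Pool 5 held 64 and Pool 6 held 48. Both alternatives admit fewer genes by construction. Under that minimum 0 microRNA genes were called positively regulated against 20 without it. Of the study's STAT6 lists, the genes called in the study's direction fell to 18 from 101 for both factors with STAT6 binding, to 20 from 286 for both without binding, to 2 from 24 for PARP-14 but not STAT6 with binding, and to 19 from 79 for genes negatively regulated by both. With covered length in place of peak height, Pool 2 held 4291 genes, 3246 of them positively regulated, Pool 3 held 3262, Pool 5 held 1316 and Pool 6 held 1946. Pool 1 held 3317 genes when the intervals of a library had to cover no less of the gene than they left uncovered, in place of any overlap.

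The division of Pool 2 into positively and negatively regulated genes was 1540 and 1283 as reported and with scaled libraries, where the factor for *Parp14*−/− was 1.0, so that scaling is no test of it. It was 1427 and 1245 with 0.5 added to each value, 1712 and 1493 without the SICER requirement in the higher library, 1540 and 1348 with reciprocal thresholds, and 2203 and 1694 with a limit of 2 on the peak height. In the PJ34-treated pair the positive share was 76.2%, and with scaled libraries 47.9%, so the direction of that split depends on the scaling.

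The share of positively regulated genes that were also higher in the PJ34-treated pair was 69.9%, 56.2% with scaled libraries and 73.5% with the minimum of 50. The share of negatively regulated genes also lower there was 48.3%, 71.4% and 64.4%. Over all genes in the table the median *Parp14*−/− to *Parp14*−/− + PJ34 ratio was 1.07 in place of 1.08. The correlation across genes of the log2 ratios to *Parp14*−/− and to *Parp14*+/+ + PJ34, which share the *Parp14*+/+ library, was 0.428, and 0.511 with the minimum of 50, against 0.500 in simulated unchanged libraries with and without that minimum. With no shared library it was 0.218 for the ratios between genotypes of both pairs, 0.496 among genes with the minimum of 50, and 0.0290 for the ratios with PJ34 of both genotypes. Genes are not independent replicates. From counting error alone, a mean of 190.8 genes passed the thresholds with the minimum of 50, where 263 did so in the real pair under the same rule, which asks for a SICER interval in either library and not in the higher one. Over all of Pool 1, with or without such an interval, a mean of 3709 passed in the simulation and 3205 in the real pair.

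The median ratio of the ribosomal protein genes was 0.938 in the PJ34-treated pair against 1.18 in the untreated pair, and that of the interferon-induced genes was 0.929 against 0.611. Among single genes, *Ccr2* went from a ratio of 0.333 in the untreated pair to 1.8 in the PJ34-treated pair, *Mrpl12* from 2 to 0.957, *Ifngr1* from 0.501 to 1.1 and *Actb* from 0.721 to 1.13. A further 12 ratios of single genes lay outside their untreated interval in the PJ34-treated pair. That pair is another comparison, with PJ34 in both libraries, and not another processing of the same libraries.

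Exact matches gave promoter shares of 0.0649% for Motif 1 in positively regulated genes and 0.0349% in background genes, and of 0.390% and 0.367% for Motif 3. From 500 bp upstream, the shares were 7.34% and 6.53% for Motif 1 and 3.70% and 3.44% for Motif 3. A shorter stretch and fewer allowed mismatches admit fewer matches by construction.

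No recomputed value moved under 0.5 added to each value (154 values), genes longer than 5 kb, genes with a value above 2, intervals of at least 1 kb, reciprocal thresholds, the 2 alternatives without a SICER requirement, a value above 1.0, the 2 other sets of genes as motif background, mitochondrial genes added to the ribosomal protein genes, or random lists matched on length. The 9 results recomputed with the gene labels as deposited stayed within their error or within 1.5 times the count. Scaling moved 2 of 164 values, the shares given above, and could not change *Parp14*+/+ to *Parp14*−/− ratios, where its factor was 1.0. It also took the *Parp14*+/+ to *Parp14*+/+ + PJ34 ratios of 6 named genes past 1.2, within their intervals: *Il13* from 1.15 to 1.201, *Il21* from 1.17 to 1.22, *Il4ra* from 1.2 to 1.252, *Pias4* and *Timp1* from 1.18 to 1.23 and *Btg1* from 1.19 to 1.24. Scaling of these PJ34 ratios of single genes was chosen after seeing the data.

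Alternatives that use Input values per gene and the one with fragments of 200 bp were not run, since Input values were not used and summed peak height took the place of fragment equivalents. The alternative of a value above 1.0 was run without Input. No paired analysis was run. The untreated and the PJ34-treated pair could serve as blocks for the genotype, but only if PJ34 acts alike in both genotypes. No library could be left out in turn, because each condition has 1 library. The depth is a limit for single genes: in simulated data, 44.4% of unchanged genes below 50 summed peak height passed the thresholds. That simulation overstates the noise of the real heights, of which fewer passed than in any simulated pair, so it gives no error rate for low genes.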

Differences from the paper's values

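The values of the paper's tables are averages over genes and the deposited values used here are average peak heights, so counts rest on another measure. No cause is assigned to a difference.

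The paper gives 25677 genes with active transcription in at least 1 sample, and 11606 genes of the deposited table had a peak height above 0. No alternative applied to this count. For Pool 2, the paper gives 2314 positively regulated genes against 1540 here. Of the alternatives set before the data were examined, only the one without a SICER requirement in the higher library came within 1.5 times, with 1712 genes. A limit of 2 on the peak height, with 2203, and covered length in place of peak height, with 3246, also did so, and both were chosen after seeing the values. The paper gives 430 negatively regulated genes against 1283 here, and none of the alternatives closed the gap. For Pool 6 the paper gives 341 genes against 762 here, and none of the alternatives closed the gap.

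Of the study's STAT6 lists, the paper gives 272 genes for both factors with STAT6 binding, of which 101 were called positively regulated from peak heights, 753 without STAT6 binding, of which 286 were called, and 63 for PARP-14 alone with STAT6 binding, of which 24 were called. None of the alternatives closed these gaps. The paper gives 59 ribosomal genes that depend on the ART activity of PARP-14 alone, and 18 ribosomal protein genes were in Pool 5 here. None of the alternatives closed this gap. Table 1 gives the same number for Pool 2, where 45 were found here, within 1.5 times, and the paper's own Table S6, held here with 755 of its 756 genes, lists 31 in Pool 5.

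For Motif 1 the paper's share of promoters of positively regulated genes is about 6.5% in Fig. 5C, read by eye, against 12.5% here, and from 500 bp upstream the share here was 7.34%, within 1.5 times. Its background share is about 1.8% in Fig. 5C, read by eye, against 11.2%, and none of the alternatives closed the gap. For Motif 3 the paper's share is about 4.1% in Fig. 5C, read by eye, against 6.88%, and from 500 bp upstream it was 3.70%. Its background share is about 0.93% in Fig. 5C, read by eye, against 6.42%, and none of the alternatives closed the gap. The paper's shares for both motifs come from HOMER, whose weight matrices were not used here. The shares here count matches to the motif sequence, with at most 2 mismatches for Motif 1 and 1 for Motif 3. The measures differ, so these gaps are no test of the paper's shares.

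Ratios of 62 named genes could be set beside the paper's own in Tables S2 to S7. Of the *Parp14*+/+ to *Parp14*−/− ratios, 11 differed by more than 1.5 times, in 5 of which the paper's ratio lay outside the interval of the ratio here (*Parp14*, *Mknk2*, *Stat5a*, *Il7r* and *Obfc2a*), and 7 of the 62 lay on the other side of 1 (Pearson's r of the log2 ratios 0.884 across genes, which are not independent replicates). The paper's ratio is 2.54 for *Parp14* against 1.20 here, 0.636 for *Ccr2* against 0.333, 1.67 for *Mrpl9* against 1.00, 1.46 for *Mapk11* against 0.818 and 2.2 for *Pias4* against 1.44, and none of the alternatives closed these gaps. The paper's ratio is 1.37 for *Mrpl24* against 0.692, 1.25 for *Rpl7* against 2, 1.41 for *Mknk2* against 0.686, 0.78 for *Stat5a* against 1.23, 1.24 for *Il7r* against 0.758 and 0.715 for *Obfc2a* against 0.368. For these 6 genes only the PJ34-treated pair, which is another comparison, came within the limits, with 1.5 for *Mrpl24*, 0.938 for *Rpl7*, 0.963 for *Mknk2*, 0.939 for *Stat5a*, 1.24 for *Il7r* and 0.542 for *Obfc2a*.

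Of the *Parp14*+/+ to *Parp14*+/+ + PJ34 ratios, 5 differed by more than 1.5 times, in 1 of which (*Btg1*) the paper's ratio lay outside the interval here, and 11 of 62 lay on the other side of 1 (r of the log2 ratios 0.754). The paper's ratio is 0.784 for *Btg1* against 1.19 here, 1.54 for *Ifnar1* against 0.857, 1.37 for *Mrpl9* against 0.778, 1.49 for *Mknk2* against 0.923 and 1.84 for *Il5* against 1.00. None of the alternatives closed these gaps.

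The paper places *Il5*, *Il13* and *Il21* among genes regulated by PARP-14 and ART activity, and from peak heights they fell in Pool 4, with *Parp14*+/+ to *Parp14*+/+ + PJ34 ratios of 1.00, 1.15 and 1.17. With scaled libraries, an alternative chosen for these ratios after seeing the values, *Il13* and *Il21* passed 1.2, with 1.201 and 1.22, and *Il5* did not, with 1.04. The paper's Table S4 lists *Timp1* in Pool 3, and it fell in Pool 4 here with a ratio of 1.18, while with scaled libraries, again chosen after seeing the values, the ratio was 1.23. The paper lists *Il10* and *Socs1* in Pool 4, and neither passed the thresholds here, with *Parp14*+/+ to *Parp14*−/− ratios of 1.14 and 0.841, on the paper's side of 1. The ratio of *Il10* was 1.22 in the PJ34-treated pair, which is another comparison. Fig. 3A gives ratios below 1 for *Stat3* and *Stat5a*, and Fig. 3E a ratio above 1 for *Polr2b*. The ratios here were 1.23 for both *Stat3* and *Stat5a* (0.826 to 1.84), which carry the same values, and 0.789 for *Polr2b* (0.373 to 1.64), all with intervals that include 1. With PJ34 in both libraries, which is another comparison, they were 0.939 for *Stat3* and *Stat5a* and 1.36 for *Polr2b*, on the paper's side of 1. The paper states that none of the ribosomal genes that depend on ART activity of PARP-14 were regulated by STAT6, and its own list of genes positively regulated by both factors without STAT6 binding holds *Rps18* and *Rps20*, which its Table S6 lists in Pool 5. Its list of genes independent of STAT6 holds 53 ribosomal protein genes. The paper states that both motifs are found at *Il4*, *Il5* and *Il13*, and Motif 3 had 0 matches within 10 kb of *Il5* or *Il13* here. The key drawn in Fig. 1B gives the larger group as lower in *Parp14*+/+, and the paper's text and the legend give it as higher.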

Other observations

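Of the tests in this part, those of longer SICER intervals and of sampling noise in the study's Pool 4 were written before their result was seen, and the others were chosen after it.

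Interferon-induced genes were lower in *Parp14*+/+ than in *Parp14*−/−. Of 39 listed genes in the table, 35 were in Pool 1, and their median ratio was 0.611 (95% interval of the median 0.561 to 0.700), below every one of the random lists, with 2 genes above 1 and 32 below. With the 33 different sets of values counted once the median was 0.65. A shift of all genes was argued against by this median of 0.611, since the median over Pool 1 was 1.00. A chance difference of 1 pair of libraries was argued against, since the PJ34-treated pair, which shares no library, was also low for the list, at percentile 0.125, with a median of 0.929. More myeloid cells in the *Parp14*−/− culture stay open, because the list has too few genes to decide: the 3 myeloid genes of Pool 1 had a median ratio of 1.25, at percentile 86.7 of random lists, with heights in *Parp14*+/+ and *Parp14*−/− of 80 and 64 for *Cd68*, 8 and 6 for *Csf1r* and 25 and 22 for *Tyrobp*. The highest point at *Cd68* lay upstream of the gene in both of these libraries. More B cells there stay open for the same reason, with a median ratio of 1.17 over 3 genes, at percentile 79.5, and heights of 38 and 34 for *Cd79a*, 13 and 10 for *Cd74* and 7 and 6 for *Fcer2a*. A difference between the cultures other than the genotype stays open as well, because each genotype has 1 culture per treatment, and the median of 0.929 with PJ34 fits either. A role of PARP-14 at these genes is among the open explanations and was not tested. Genes of the list that the paper also names include *Stat2*, *Irf1*, *Socs1* and *Tgtp*, and the paper picked its genes from these libraries. The *Parp14*+/+ to *Parp14*+/+ + PJ34 median of the list was 0.782, below every random list, and the *Parp14*−/− to *Parp14*−/− + PJ34 median was 1.17, at percentile 93.9.

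Histone genes were higher with PJ34 in both genotypes. For 45 genes of Pool 1 the median *Parp14*+/+ to *Parp14*+/+ + PJ34 ratio was 0.857, at percentile 0.04 of random lists, and the median *Parp14*−/− to *Parp14*−/− + PJ34 ratio was 0.889, below every random list. Between the genotypes the median was 0.963 without PJ34, at percentile 17.9, and 0.909 with PJ34, at percentile 0.015. Short genes were argued against, since among lists matched on length as well the first of these medians was at percentile 0.155. Clustered genes that share values were argued against, since with each of the 26 sets of values counted once it was at percentile 0.63. A shift of all genes with PJ34 was argued against, since with scaled libraries the median of the second was 0.808. A larger share of cells in S phase stays open: 23 DNA replication genes were at percentile 42.5 for *Parp14*+/+ to *Parp14*+/+ + PJ34 and 14.6 for *Parp14*−/− to *Parp14*−/− + PJ34, and transcription of these genes need not follow the share of cells in S phase. An effect of PJ34 on histone genes apart from this is among the open explanations.

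The study's Pool 4 genes are mostly positively regulated by the paper's values, and the peak heights of the untreated pair were balanced over Pool 1. Of the 1382 genes the study lists as positively regulated, 73.6% (71.2% to 75.8%) were covered over a longer stretch in *Parp14*+/+ than in *Parp14*−/−, against 49.9% of Pool 1, and 74.4% (72.0% to 76.6%) had a higher peak, against 49.0% of Pool 1. Shorter coverage was seen in 4.27% and a lower peak in 19.5%. Longer intervals as the cause had called for more genes with a longer stretch than with a higher peak, and these shares did not differ beyond their intervals. Without ties, which was looked at afterwards, 94.5% were longer and 79.3% higher, but over Pool 1 too the shares were 72.9% and 53.5%. Longer intervals and higher peaks cannot be told apart as the source, since both go with the list. An absence of any difference in peak height between the libraries of the 2 genotypes was argued against. The study's 3 STAT6 lists of positively regulated genes were not selected on PJ34-treated libraries, and 709 of their 1087 genes are in its Pool 4. Of the 1087, 77.4% (74.8% to 79.8%) were higher in *Parp14*+/+ + PJ34 than in *Parp14*−/− + PJ34, against 63.9% of Pool 1 and at most 68.6% in 10000 random lists matched on mean peak height. Of the 109 genes negatively regulated by both factors 65.1% were lower there, against 28.4% of Pool 1 and at most 48.6% in such lists. Among the Pool 4 genes themselves 78.3% were higher, a share partly fixed by their selection for values in *Parp14*+/+ + PJ34 close to *Parp14*+/+. Whether the difference comes from PARP-14 or from another difference between the cultures was not tested. Sampling noise of the peak heights as the reason for the balance stays open as well. Among Pool 2 genes with at least 50 summed peak height 43.6% were positively regulated, which argues against it, but on the study's own Pool 4 genes the gap narrowed: 83.9% were above 1 by the paper's values and 63.1% by peak height, against 68.5% (61.4% to 74.8%) and 58.2% (50.9% to 65.0%) of the 184 with that minimum.

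*Rad50* and *Kif3a* were among the genes with the highest *Parp14*+/+ to *Parp14*−/− ratios, 2.16 and 1.958. Active regions shared with *Il13* and *Il4* are a candidate explanation: 7 of 7 values of *Il4*, *Rad50* and *Kif3a* for which both peaks could be read equalled the mean of a peak at a cytokine gene and another peak of the locus. In *Parp14*+/+, *Kif3a* had a value of 47, the mean of 84 and 10, and *Rad50* had 27, the mean of 38 and 16. No transcription of *Rad50* or *Kif3a* itself was shown to differ. The genes with the lowest ratios under the rule for named genes were *Cd69* at 0.330 (0.209 to 0.506), *Irgm* at 0.341, *Obfc2a*, *Tgtp* at 0.383 and *Smcr7l* at 0.466.

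Of the 73 named genes with a ratio in both pairs, the interval of the untreated pair excluded 1 for 23, and 19 of these were on the same side of 1 in the PJ34-treated pair. The rule for named genes had asked this of 10 of the 23. Of the other 13, 9 were on the same side. Over Pool 1, intervals excluded 1 in the same direction in both pairs for 13 genes higher and 14 lower in the presence of PARP-14, against means of 2.65 and 2.45 in 20 simulated sets of unchanged libraries. They did so in opposite directions for 0 genes and 1 gene, LOC100042658, with heights of 8, 18, 21 and 6 in *Parp14*+/+, *Parp14*+/+ + PJ34, *Parp14*−/− and *Parp14*−/− + PJ34, which was named after its values were seen, against means of 2.1 and 2.7 in the simulation. In the untreated pair alone 265 intervals excluded 1, against a mean of 281.75 in the simulation, and in the PJ34-treated pair 298, against 285.8. The 13 genes higher in both pairs include *Il4*, *Il13*, *Rad50* and *Il5* of 1 locus, and the values of *Il4*, *Il13* and *Rad50* share a peak. These counts are therefore not counts of separate peaks, and how far sharing raises the excess over the simulation was not tested.

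*B2m* and *Actb* had *Parp14*+/+ to *Parp14*−/− ratios of 0.625 (0.410 to 0.942) and 0.721 (0.529 to 0.980). The paper's own ratio for *B2m* is 0.728, in its Pool 4.

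In the untreated pair, heat shock and immediate early genes (19) had a median ratio of 1.00, at percentile 56.8, and small nucleolar RNA genes (8) had 1.09, at percentile 81.8. Between the PJ34-treated libraries the heat shock and immediate early genes were low, with a median of 0.891 at percentile 1.61, and small nucleolar RNA genes were at percentile 24.3, B cell genes at 79.4, myeloid genes at 14.4 and DNA replication genes at 75.5. The *Parp14*+/+ to *Parp14*+/+ + PJ34 median was at percentile 3.8 for heat shock and immediate early genes and 98.0 for the 3 myeloid genes. No explanation was tested for these values. Of the CD8 T cell list 2 genes were in Pool 1, *Crtam* with a *Parp14*+/+ to *Parp14*−/− ratio of 1.08 and *Eomes* with 0.467. Of the Y-linked genes 0 were in Pool 1. *Xist* had heights of 4, 7.5, 7 and 5 in *Parp14*+/+, *Parp14*+/+ + PJ34, *Parp14*−/− and *Parp14*−/− + PJ34. For the DNA replication list the *Parp14*+/+ to *Parp14*−/− median was 1.15, at percentile 94.1.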
